# Nhp2 is a reader of H2AQ105me and part of a network integrating metabolism with rRNA synthesis

**DOI:** 10.15252/embr.202152435

**Published:** 2021-08-19

**Authors:** Julia S P Mawer, Jennifer Massen, Christina Reichert, Niklas Grabenhorst, Constantine Mylonas, Peter Tessarz

**Keywords:** chromatin, epigenetic reader, ribosome biogenesis, rRNA, small subunit processome, Chromatin, Transcription & Genomics, RNA Biology, Signal Transduction

## Abstract

Ribosome biogenesis is an essential cellular process that requires integration of extracellular cues, such as metabolic state, with intracellular signalling, transcriptional regulation and chromatin accessibility at the ribosomal DNA. Here, we demonstrate that the recently identified histone modification, methylation of H2AQ105 (H2AQ105me), is an integral part of a dynamic chromatin network at the rDNA locus. Its deposition depends on a functional mTor signalling pathway and acetylation of histone H3 at position K56, thus integrating metabolic and proliferative signals. Furthermore, we identify a first epigenetic reader of this modification, the ribonucleoprotein Nhp2, which specifically recognizes H2AQ105me. Based on functional and proteomic data, we suggest that Nhp2 functions as an adapter to bridge rDNA chromatin with components of the small subunit processome to efficiently coordinate transcription of rRNA with its post‐transcriptional processing. We support this by showing that an H2AQ105A mutant has a mild defect in early processing of rRNA.

## Introduction

Regulation of ribosomal biogenesis is a complex process. It requires all three eukaryotic polymerases and is tightly linked to the cell cycle (Bernstein *et al*, 2007; Piazzi *et al*, 2019) and metabolic state, particularly via Tor‐mediated signalling (Mayer & Grummt, 2006; Huber *et al*, 2011). It was noted early on that inhibition of Tor kinase by rapamycin leads to shut‐down of ribosomal RNA (rRNA) transcription by RNA polymerase I (RNA Pol I) and concomitant decrease in the levels of acetylation of lysine 5 and 12 on histone H4, suggesting that chromatin is not only involved in the regulation of RNA Pol I, but that chromatin profile of the rDNA can also be used as a read‐out for RNA Pol I activity (Tsang *et al*, 2003). H3K56 acetylation is another modification that has been described to be dependent on Tor signalling (Chen *et al*, 2012). In particular, histone acetylation seems to be inhibited by rapamycin—presumably as it is a mark for actively transcribed chromatin.

Transcription of rRNA is followed by several post‐transcriptional processing steps including base and ribose methylation or pseudouridylation of the rRNA. Base methylation occurs late in ribosome maturation and only in highly conserved rRNA sequences. The majority of ribose methylation takes place early in rRNA processing and is considered to be important for rRNA folding or association with chaperone proteins that might help folding of rRNA. Single sites of ribose methylation are not essential (Weinstein & Steitz, 1999), but global rRNA demethylation severely impairs growth (Tollervey *et al*, 1993). Pseudouridylation is thought to play a variety of roles in the ribosome, including the improvement of translational fidelity (Jack *et al*, 2011).

Pioneering studies using electron microscopy demonstrated that rRNA folds co‐transcriptionally (Scull & Schneider, 2019). Importantly, RNA Pol I transcription speed and folding kinetics are directly coupled as shown by mutations in RNA Pol I that decrease the rate of synthesis (Schneider *et al*, 2007). Not only does lower transcription speed impact rRNA folding, but it also directly affects rRNA processing (Duss *et al*, 2018). In addition, previous work showed that early processing steps, particularly of the small ribosomal subunit components also occur co‐transcriptionally (Gallagher *et al*, 2004; Kos & Tollervey, 2010). Taken together, these data suggest a tight link between chromatin architecture and transcriptional regulation of the rDNA and synthesis and processing of the rRNA. One potential way of linking these different steps in an efficient way would be to directly recruit the rRNA processing machinery to the rDNA chromatin. We previously identified the methylation of H2AQ105 as an RNA Pol I dedicated histone modification that is exclusively enriched at the rDNA locus (Tessarz *et al*, 2014). The modification is dependent on RNA Pol I‐mediated transcription and is catalysed by the nucleolar methyltransferase NopI/Fibrillarin (Tessarz *et al*, 2014; Loza‐Muller *et al*, 2015; Iyer‐Bierhoff *et al*, 2018).

Here we show that H2AQ105me is an integral part of a dynamic chromatin network at the rDNA locus. Deposition of the modification in yeast is cell cycle dependent—similar to what was observed in human cells (Iyer‐Bierhoff *et al*, 2018)—and relies on proliferation. Furthermore, we can demonstrate that the methylation is downstream of the Tor signalling pathway and acetylation of histone H3 at position K56. We identify Nhp2 as an epigenetic reader of H2AQ105me and provide evidence that Nhp2 might function as an adapter to bridge the rDNA chromatin with components of the ribosome’s small‐subunit (SSU) processome.

## Results and Discussion

### H2AQ105 methylation is a dynamic histone modification that requires cell proliferation and depends on Tor signalling and H3K56 acetylation

As ribosome biogenesis is tightly linked to cellular state, we initially sought to determine whether H2AQ105me levels, in the yeast *Saccharomyces cerevisiae*, were regulated in a cell cycle dependent manner. Cells were arrested in G1 using alpha factor. Following release of G1 arrest, cells were sampled at time intervals and levels of H2AQ105me were assessed by western blotting (Fig 1A). H2AQ105me levels fluctuate throughout the cell cycle and peak in S‐phase, as shown by the co‐increase of H2AQ105me and the S‐phase marker, H3K56ac. These data confirm observations in human cells, in which a cell cycle‐dependent fluctuation of H2AQ105me was reported (Iyer‐Bierhoff *et al*, 2018). Interestingly, arresting the cell cycle in any phase leads to loss of H2AQ105me, indicating that proliferation itself is required for the methylation (Fig 1B). It is important to note that prolonged G1 arrest leads to a continuous opening of the rDNA locus, while it leads to lower recruitment of RNA Pol I (Wittner *et al*, 2011). In addition, there is very little rRNA synthesis in G2/M as chromatin compacts before cell division, which is visible in nascent RNA labelling experiments (Iyer‐Bierhoff *et al*, 2018). Even an arrest in S‐phase using the drug hydroxyurea (HU), which depletes the cell of deoxynucleotides leading to DNA replication fork stalling and collapse, leads to loss of H2AQ105 methylation rather than its accumulation, as is seen for H3K56ac (Fig 1B). This observation is likely explained by a recent study in which rDNA transcription dynamics were studied under HU‐induced cell cycle arrest, showing that rDNA transcription, as well as DNA replication, is halted by HU (Charton *et al*, 2019). This strengthens the observation that RNA Pol I‐mediated transcription of the rDNA is required for deposition of H2AQ105me and that the methylation is associated with transcribed rDNA repeats. To explore the requirement for proliferation further, yeast cells were grown deep into stationary phase (Fig 1C) by growing in a sealed flask for up to one week without replenishing the growth medium or diluting the density of cells. Cells were sampled initially during log‐phase as a reference point and then at days 1, 2, 3 and 7. Western blot analysis shows a progressive decrease in levels of H2AQ105me over time.

**Figure 1:**
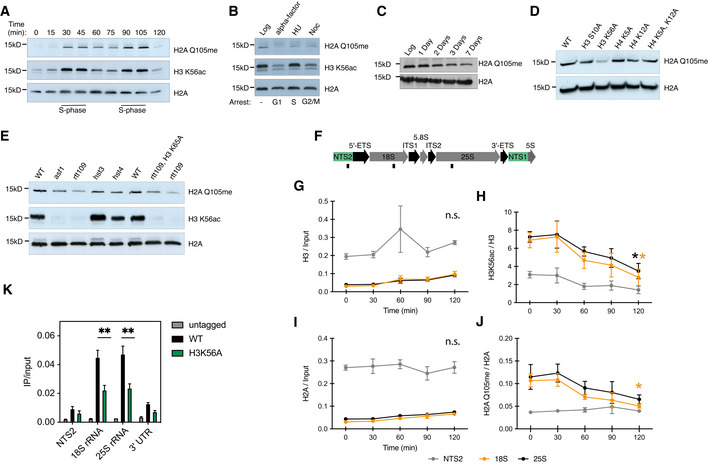
H2AQ105me fluctuates with the cell cycle and is a mark of proliferating cells ACell cycle profile of H2AQ105me. Logarithmically growing cells were arrested using alpha factor for 2.5 h. Upon release (*t* = 0), samples were taken every 15 min and samples were analysed for H2AQ105me levels using Western blotting. S‐phase is indicated by the enrichment of H3K56ac.BH2AQ105me levels upon arrest (2.5 h) at different cell cycle stages. Treatment is given above the lanes.CH2AQ105me levels upon entry of cells into stationary phase.DH2AQ105me levels in various histone mutations targeting sites of well‐known cell cycle‐dependent modifications.EH2AQ105me and H3K56ac levels in deletions of genes important for H3K56ac deposition (see text for details).FScheme of rDNA locus and indication of primer locations used in G–J.G–JChIP‐qPCR for indicated antibodies after treatment with 5 nM rapamycin for the indicated time points. Samples were either normalized to input or to the core histone. *n* = 3, biological replicates, error bars are standard error of the mean. *P < 0.05, relative to *t* = 0, based on unpaired, 2‐tailed *t*‐test.KChIP‐qPCR for Nop1‐FLAG using anti‐FLAG tag antibody. Samples were normalized using input. *n* = 3, biological replicates, and error bars are standard error of the mean. **P < 0.001, based on unpaired, 2‐tailed *t*‐test. Source data are available online for this figure.

The observation that H2AQ105me levels cycled with cell cycle progression prompted us to address if other histone residues known to be modified in a cell cycle dependent manner would crosstalk with H2AQ105me. Interestingly, mutating H3K56 to alanine led to a strong reduction of H2AQ105me, while other mutations tested did not have an effect on the level of H2AQ105me (Fig 1D). To corroborate the dependence of H2AQ105me on H3K56ac, we went on to analysed the requirement for the H3K56 acetylation machinery. Before deposition into chromatin, H3 is bound by the histone chaperone Asf1 (Chen *et al*, 2008). The histone acetyl‐transferase Rtt109 subsequently binds the Asf1‐H3/4 complex and acetylates H3 at K56 (Chen *et al*, 2008) prior to the incorporation of the H3/4 tetramer into chromatin. Deletions of both *asf1* and *rtt109*, also led to a reduction of H2AQ105me confirming the result of the mutational analysis in H3 (Fig 1E). Rtt109 is a slow growing strain, and this reduction in growth might be responsible for the reduction in H2AQ105me. However, growth is rescued by the additional mutation in H3K56A (Han *et al*, 2007). Despite this growth rescue, H2AQ105me levels remain low in this double mutant (Fig 1E), indicating that acetylation at H3K56 rather than growth rate itself is important for H2AQ105 methylation. H3K56ac is de‐acetylated by Hst3/4 (Kaplan *et al*, 2008). In line with the idea that acetylation of H3K56 is required for H2AQ105me, deletions of *hst3/4* did not change the level of H2AQ105me (Fig 1E).

To further investigate the crosstalk between H2AQ105me and H3K56ac, we addressed the role of mTor signalling on both modifications. It is well known that mTor is a critical regulator of rDNA transcription (Mayer & Grummt, 2006). Interestingly, mTor has also been demonstrated to be involved in the regulation of H3K56 acetylation at the rDNA locus (Chen *et al*, 2012). Addition of rapamycin led to a stop in proliferation (Fig EV1A) and a loss of RNA Pol I from the rDNA locus (Fig EV1B). Using chromatin immunoprecipitation (ChIP), we confirmed the described decrease in H3K56 acetylation at the rDNA upon inhibition of mTor using Rapamycin (Chen *et al*, 2012) (Fig 1F–H). We then performed ChIPs using an H2AQ105me specific antibody (Tessarz *et al*, 2014). As with H3K56ac, we observed a time‐dependent loss of H2AQ105me, which was restricted to the coding region of the rDNA (Fig 1I and J). Interestingly, in both cases, we did not observe an increase in the deposition of the core histone (Fig 1G and I). Finally, we wanted to address how acetylation of H3K56 mediates H2AQ105me. As shown previously, substituting H3K56 for alanine as well as an *asf1* deletion led to a reduction of Pol I occupancy at the rDNA (Chen *et al*, 2012). Thus, it is plausible that the observed dependency of H2AQ105me on H3K56ac is due to a reduction in transcription rate and a concomitant decrease in Nop1 recruitment to the rDNA. As Nop1 is the methyltransferase responsible for H2AQ105 methylation (Tessarz *et al*, 2014; Loza‐Muller *et al*, 2015; Iyer‐Bierhoff *et al*, 2018), we used a FLAG‐tagged version of Nop1 and performed ChIP using a FLAG antibody to test if recruitment was reduced. Indeed, Nop1 was efficiently enriched over the transcribed region of the rDNA locus, but this enrichment was decreased in the presence of an alanine substitution at H3K56 (Fig 1K). Taken together, methylation of H2AQ105 depends on active rDNA transcription, H3K56 acetylation and the integration of metabolic cues via the mTor pathway. As H2AQ105me is exclusively localized on the rDNA, this mark might be a great cellular reporter for proliferative cells. Such a function would be similar to phosphorylation of threonine 11 in histone H3, which was recently described as an endpoint of the Sch9/Tor pathway that integrates a response to nutrient availability and ultimately, shaped chromatin to allow efficient transcription (Oh *et al*, 2018). In contrast to H2AQ105me, H3T11ph, however, is found genome‐wide, including metabolic and ribosomal protein genes, as well as rDNA (Oh *et al*, 2018).

**Figure EV1:**
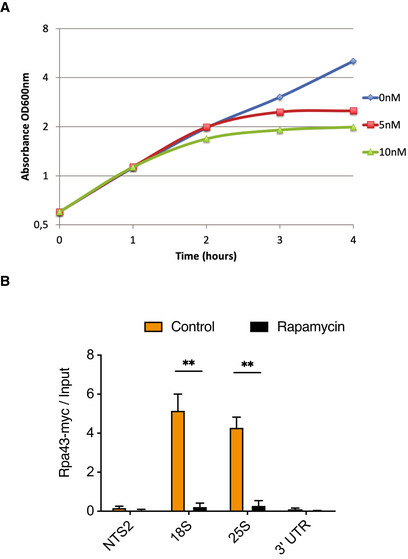
Rapamycin reduces RNA Pol I transcription of rDNA Growth curve of WT yeast cells challenged with indicated concentrations of rapamycin.Loss of RNA Pol I occupancy at the rDNA upon treatment with 5 nM rapamycin. *n* = 3, biological replicates, error bars are standard error of the mean. **P < 0.001, based on unpaired, 2‐tailed *t*‐test.

### Ribosome biogenesis factors are enriched on H2AQ105me

Previous work identified the region surrounding H2AQ105 as part of a recognition sequence for the histone chaperone FACT (McCullough *et al*, 2011). Methylation of Q105 prevents FACT from binding to H2A, impairing its redeposition following transcription and resulting in loss of histones at the rDNA (Tessarz *et al*, 2014). Given the link of H2AQ105me with active rRNA transcription and its demonstrated role in FACT binding inhibition, we wanted to address whether methylation of H2AQ105 could also promote binding by serving as a recognition site for the recruitment of protein complexes to the rDNA. As this histone modification is exclusively localized in the nucleolus (Tessarz *et al*, 2014; Loza‐Muller *et al*, 2015; Iyer‐Bierhoff *et al*, 2018), it would be ideally suited to serve as a chromatin beacon that marks actively transcribing RNA Pol I. To test this, we used a peptide‐pulldown approach that has been successfully performed on several histone modifications (Vermeulen *et al*, 2010). Following SILAC labelling of yeast cultures, whole cell lysis pulldowns were performed using unmodified and modified H2A peptides spanning the region of Q105 and analysis was performed by quantitative mass spectrometry (Fig 2A). As expected, we observed Pob3 and Spt16 – both subunits of the yeast FACT complex—specifically enriched on the unmodified H2A peptide (Fig 2B). 139 proteins were found to be significantly, 2‐fold or more, enriched on peptides harbouring the H2AQ105me modification (Fig 2B and Dataset EV1). Analysis of this list using the online protein–protein interaction network and functional analysis tool, String (https://string‐db.org/), showed that these proteins form a tight network (Fig 2C). Gene ontology (GO) enrichment highlighted this network to be composed of ribosome biogenesis factors and ribosomal proteins (Fig 2D). These data suggest that H2AQ105me might indeed help to recruit ribosome biogenesis factors to the site of active rDNA transcription. Because much of the rRNA processing occurs co‐transcriptionally (Turowski & Tollervey, 2015), recruitment of processing factors to the rDNA chromatin would facilitate this process. Based on these data, we hypothesized that an alanine mutant of H2AQ105 might impact binding of the identified ribosome biogenesis factors to the rDNA. As a result, an H2AQ105A mutant may be characterized by an altered gene expression programme to compensate for loss of the methylation. We performed RNA sequencing in wildtype and H2AQ105A; the changes in the transcriptome were subtle. However, we noticed changes in many snRNA transcripts, including snR11, 35, 42 and 85, which are H/ACA box small nucleolar rRNAs that guide pseudouridylation of the rRNA within ribosomal subunits (Schattner *et al*, 2004). 

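Total RNA was sequenced from budding yeast of the W303 background grown in rich glucose medium (YPD) to mid-log phase. The count table the authors deposited holds 16 libraries, 4 each of wildtype, H2AQ105A, H3K56A and the H2AQ105A H3K56A double mutant, and the paper reports on the first 2 of these genotypes. In H2AQ105A a glutamine of histone H2A is replaced by alanine. In the R64 genome, HTA1 (YDR225W), a gene for H2A, lies on the + strand of chromosome IV from 915530 to 915928, and the glutamine is encoded by the codon CAA at 915845 to 915847 within its coding sequence. This is codon 106 when the first methionine, which the residue number leaves out, is counted. With 4 codons on either side the reference reads GTTACCATTGCCCAAGGTGGTGTTTTG, which encodes VTIAQGGVL. Counts per gene do not show which base a codon carries, so the mutation itself could not be checked in the libraries. HTA1 was transcribed in both strains, at 501 ± 71.2 CPM in wildtype and 543 ± 77.3 CPM in H2AQ105A (SD, n = 4 each), normalized over all 16 libraries. HTA2 (YBL003C, chromosome II, 235394 to 235792), the other gene for H2A, had 0 counts in each wildtype library and at most 1 count in any H2AQ105A library. The paper made its histone mutants by plasmid shuffling. It lists a wildtype and an H2AQ105A strain in which both chromosomal H2A genes are deleted and HTA1 is on a plasmid. In such strains HTA2 is absent and the HTA1 counts come from the plasmid. Which strains were sequenced is not stated.

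The authors depleted rRNA, mapped the reads to R64 and counted them per gene without normalization. Whether the counting used the strand of the reads is not stated in the paper's text. Total counts in wildtype ranged from 6814099 to 18525585 with a median of 8355050, and in H2AQ105A from 7979225 to 8499489 with a median of 8377300. The deepest wildtype library was replicate 4, and all other wildtype libraries held at most 8433246 counts. Annotated snoRNAs took 2.20 ± 0.342% of the counts in wildtype and 2.09 ± 0.0919% in H2AQ105A (SD, n = 4 each). From the counts, library sizes were scaled by edgeR's TMM method, genes with too few counts were removed by edgeR's default filter, and the 4 H2AQ105A libraries were compared with the 4 wildtype libraries by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. CPM values are scaled by TMM. Single genes and set scores were also compared by two-sided exact permutation tests, for which 4 libraries against 4 cannot give a p below 0.0286.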

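Of 7126 genes in the table, 5872 had enough counts to be tested between H2AQ105A and wildtype. By edgeR's quasi-likelihood test, 0 genes passed an adjusted p of 0.05, and the smallest adjusted p was 0.999. At an unadjusted p under 0.05 there were 237 genes, where 294 would be expected if no gene changed. DESeq2 also called 0 genes, with 187 at an unadjusted p under 0.05. These fits do not pair libraries by replicate number. With that number added to edgeR's fit as a block, 14 genes passed the adjusted p, 3 higher and 11 lower, and 553 had an unadjusted p under 0.05. Whether the numbers mark shared cultures stays open, so the values here are from the fit without the block. The median size of the log2 fold change was 0.08, its 99th percentile was 0.48, and 0 genes changed 2-fold. In 126 genes, or 2.15%, all libraries of one strain lay above all libraries of the other, whereas chance gives 2.86%. The biological coefficient of variation between libraries of the same strain was 10.7%. In simulated counts with the means and library sizes of these libraries and 200 changed genes, each of 3 times per size of change, the same test on average recovered 6% of genes raised by 25% or lowered by the same factor, 78% of those changed 1.5-fold and 95.5% of those changed 2-fold. For changes of 20%, a simulation added after the 25% result was seen, it recovered 0.167%. Most changes of 25% or less would thus be missed with this number of libraries. The simulation drew each gene independently, so it leaves out variation that moves genes together between libraries. Leaving out wildtype replicate 4 moved the count most among the libraries, to 13 genes, all lower in H2AQ105A.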

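The 4 RNAs are H/ACA box snoRNAs, which pair with rRNA and direct the change of uridine to pseudouridine, and none of them overlaps another annotated gene in R64. snR42 (chromosome XI, 559016 to 559366) was at 576 ± 105.4 CPM in wildtype and 460 ± 38.2 CPM in H2AQ105A (SD, n = 4 each). Its log2 fold change was −0.32 (SE 0.11, adjusted p = 0.999 over all genes and 0.872 adjusted over the list alone, both from edgeR's quasi-likelihood test). The groups overlapped (exact permutation test, p = 0.0857). It was the snoRNA with the smallest unadjusted p. snR11 (chromosome XIII, 652275 to 652532) was at 128 ± 40.3 CPM in wildtype and 103 ± 13.8 CPM in H2AQ105A, a log2 fold change of −0.31 (SE 0.21, exact permutation p = 0.314). snR85 (chromosome XIII, 67768 to 67938) was near the lower end of the measured range, at 6.35 ± 3.26 CPM in wildtype and 5.10 ± 1.67 CPM in H2AQ105A, with a log2 fold change of −0.27 (SE 0.37, exact permutation p = 0.629). snR35 (chromosome XV, 759326 to 759529) was at 97.7 ± 46.0 CPM in wildtype and 99.4 ± 21.7 CPM in H2AQ105A, a log2 fold change of 0.03 (SE 0.38, exact permutation p = 0.771). The edgeR adjusted p over all genes was 0.999 for each of these 3 as well. With each library left out in turn, the log2 fold change stayed between −0.38 and −0.19 for snR42, between −0.46 and −0.10 for snR11 and between −0.50 and −0.01 for snR85. That of snR35 ranged from −0.21 to 0.31 and was negative without wildtype replicate 3 (−0.21), wildtype replicate 4 (−0.08) or H2AQ105A replicate 3 (−0.09). None of the 4 RNAs passed an adjusted p of 0.05 in this fit or an exact permutation p of 0.05. Neither test paired libraries by replicate number. With the replicate number added to edgeR's fit as a block, snR42 alone of the 4 passed the adjusted p. Whether the numbers mark shared cultures stays open.

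**Figure D1:**
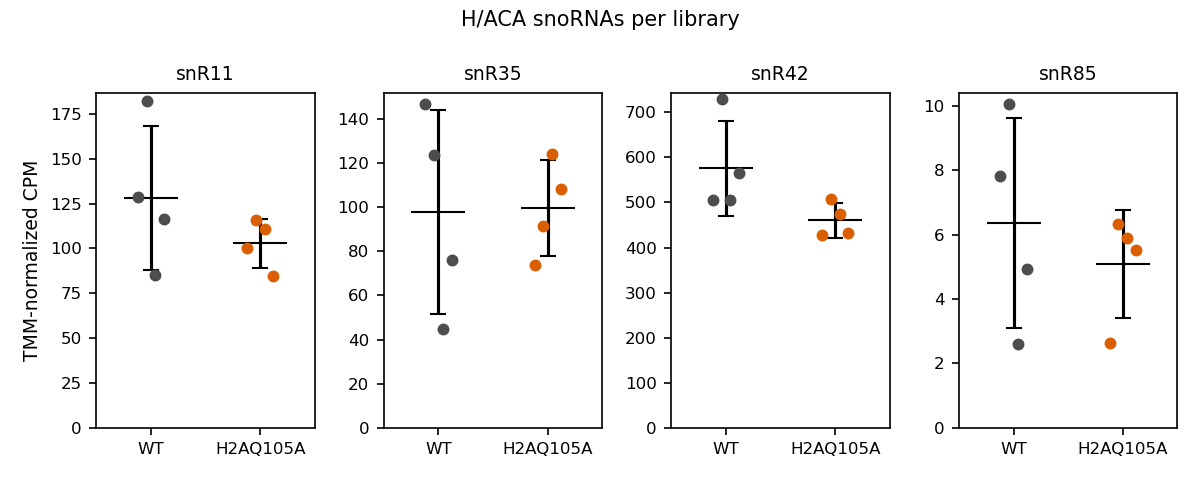
TMM-normalized CPM (y axis, starting at 0, separate scale per panel) of snR11, snR35, snR42 and snR85 in the 4 wildtype (WT, grey) and 4 H2AQ105A (orange) libraries. Points are libraries, horizontal bars are means and vertical bars are 1 SD; the libraries of the 2 strains overlap in every panel, and snR42 runs from 505 to 728 CPM in wildtype and from 427 to 508 CPM in H2AQ105A.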

To corroborate this finding, we analysed the data using gene set enrichment (GSEAMootha *et al*, 2003; Subramanian *et al*, 2005)) and identified several enriched categories, including some for ribosome and SSU processome biogenesis (Fig 3E), indicating that an H2AQ105A strain does exhibit some compensatory mechanisms. 

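For gene set enrichment, the tested genes were ranked by the signed square root of edgeR's F statistic and run through fgsea with 10000 permutations of the genes. The sets were lists of SSU biogenesis, LSU biogenesis, ribosome biogenesis and ribosomal protein genes. All 4 were shifted towards higher expression in H2AQ105A, with a normalized enrichment score (NES) of 2.23 for SSU biogenesis, 2.17 for LSU biogenesis, 2.41 for ribosome biogenesis and 2.15 for ribosomal proteins. The fgsea p adjusted over the 4 sets was 0.000493 for each. The shift per gene was small, with a median log2 fold change of 0.05 over SSU biogenesis genes, of which 62 of 85 were higher. LSU biogenesis had a median of 0.05 and 58 of 79 genes higher, ribosome biogenesis 0.04 and 152 of 219, and ribosomal proteins 0.03 and 95 of 133. None of the members passed edgeR's adjusted p of 0.05 alone.

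Permuting genes leaves out the variation between cultures, which moves the genes of such a set together. The mean log2 CPM of each set was therefore also compared between the 4 H2AQ105A and 4 wildtype libraries. H2AQ105A was higher by 0.07 in SSU biogenesis (exact permutation test, p = 0.371), by 0.07 in LSU biogenesis (exact p = 0.429), by 0.07 in ribosome biogenesis (exact p = 0.371) and by 0.04 in ribosomal proteins (exact p = 0.171). In limma, camera with a preset correlation between genes called all 4 sets. Camera with the correlation estimated from these libraries called 0 of them (adjusted p = 0.456 for each), as did fry (adjusted p = 0.547 for each). The exact tests, camera and fry did not pair libraries by replicate number. They do not decide what a comparison within replicate numbers would give. With that number as a block in edgeR's fit, the fgsea NES was 2.50 for SSU biogenesis and 2.35 for LSU biogenesis. Without wildtype replicate 3 the NES fell to 1.31 for SSU biogenesis (fgsea adjusted p = 0.105), to 0.614 for LSU biogenesis (0.998) and to 0.956 for ribosome biogenesis (0.825). The ribosomal protein set fell to 1.27 (0.0565) without wildtype replicate 4 and to 1.07 (0.274) without H2AQ105A replicate 2. The paper takes the enrichment of categories for the ribosome and the SSU processome as a sign of some compensatory mechanisms in the H2AQ105A strain.

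**Figure D2:**
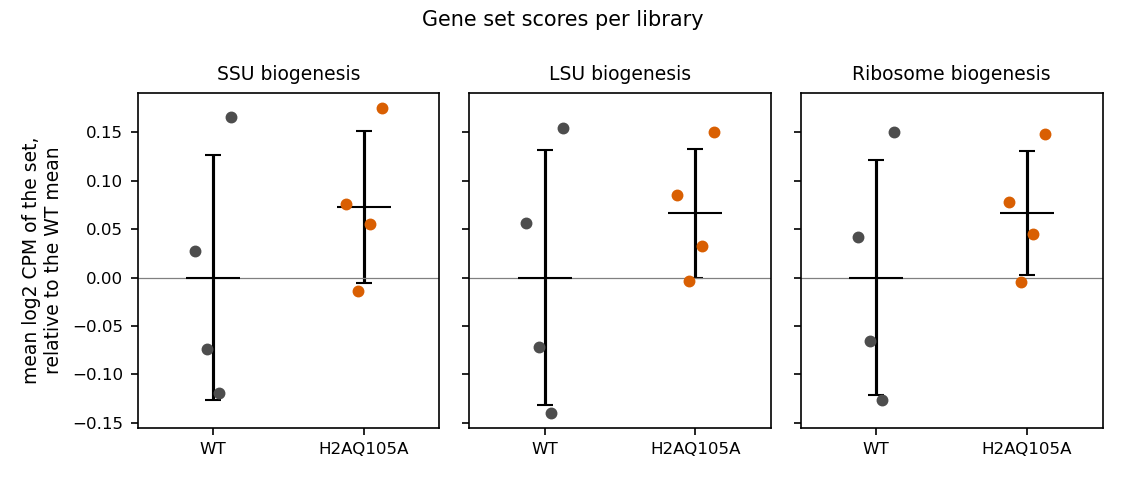
Mean log2 CPM of the genes of the SSU biogenesis, LSU biogenesis and ribosome biogenesis sets (y axis, relative to the wildtype mean, shared scale) in the 4 wildtype (WT, grey) and 4 H2AQ105A (orange) libraries. Points are libraries, horizontal bars are means and vertical bars are 1 SD; the libraries of the strains overlap, with SSU biogenesis from −0.12 to 0.17 in wildtype and from −0.01 to 0.18 in H2AQ105A.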

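The snoRNAs were also examined as a class. Of 76 snoRNAs on the lists of H/ACA and C/D box RNAs, 67 had enough counts to be tested between H2AQ105A and wildtype. By edgeR's quasi-likelihood test 0 of them passed an adjusted p of 0.05, over all genes and adjusted over the list alone, and 1 had an unadjusted p under 0.05, which was snR42. Without wildtype replicate 3 there were 12 at an unadjusted p under 0.05, and still 0 past the adjusted p; leaving out any other library gave 1 or 2. DESeq2 called 0 as well, again with 1 at an unadjusted p under 0.05. With the replicate number as a block, 1 snoRNA, snR42, passed edgeR's adjusted p, and 4 had an unadjusted p under 0.05. In H2AQ105A, 33 snoRNAs were lower and 34 were higher than in wildtype. Log2 fold changes ran from −0.40 for snR59, which lies within the gene RPL7B and could share reads with it, to 0.65 for snR56 (chromosome II, 88190 to 88277), which had an exact permutation p of 0.0571. Both are C/D box RNAs at few counts, with wildtype means of 1.83 ± 0.808 CPM for snR59 and 0.950 ± 0.275 CPM for snR56 (SD, n = 4 each). Of the 67, 1 had the smallest possible exact permutation p of 0.0286, where chance gives 1.91. It was snR51, a C/D box RNA, at 1.84 ± 0.474 CPM in wildtype and 1.38 ± 0.151 CPM in H2AQ105A (log2 fold change −0.36, SE 0.28, edgeR adjusted p = 0.999).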

The fact that snRNAs are amongst the de‐regulated transcripts, and thus, ribosome biogenesis pathways are enriched in the GSEA support the role of H2AQ105me in ribosomal RNA transcription and potentially processing as well.

**Figure 2:**
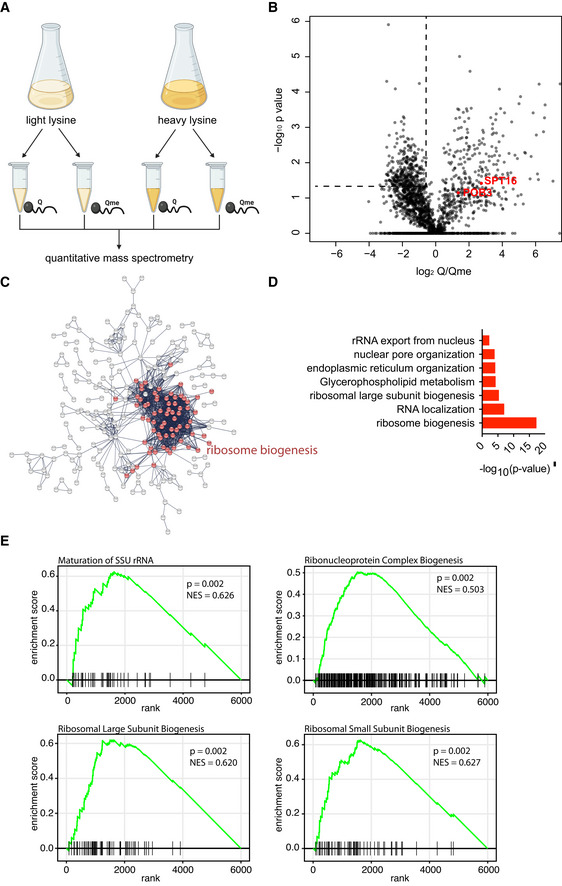
Mass spectrometry identifies ribosome biogenesis factors to be recruited to H2AQ105me Schematic of the experimental strategy.Volcano plot of quantitative SILAC experiments. Left upper quadrant indicates significantly, 2‐fold enriched proteins bound specifically to H2AQ105me. Members of the FACT complex (SPT16/POB3) are highlighted in red.STRING network of proteins enriched on H2AQ105me (highlighted in red are proteins involved in ribosome biogenesis). Protein names can be found in Dataset EV1.Gene ontology enrichment for proteins bound to H2AQ105me.Gene set enrichment analysis for the altered transcriptome in an H2AQ105A background compared to wildtype. The normalized enrichment score (NES) is reported as are individual p‐values. Vertical black lines on the x‐axis represent genes in gene sets. The green line connects points of enrichment score and genes. Enrichment score is the maximum deviation from zero as calculated for each gene going down the ranked list and represents the degree of over‐representation of a gene set at the top or the bottom of the ranked gene list.

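On the scale of the unnormalized enrichment score, which is the maximum of the running sum, the SSU biogenesis list reached 0.492, the LSU biogenesis list 0.485, ribosome biogenesis 0.456 and ribosomal proteins 0.436. All 4 maxima were positive, which places the sets among the genes higher in H2AQ105A than in wildtype. The SSU biogenesis genes ranked first were LTV1, FCF2 and UTP30, with log2 fold changes of 0.29 (SE 0.13), 0.21 (SE 0.11) and 0.23 (SE 0.13). For LSU biogenesis they were SPB1, RRP14 and NOP4, with log2 fold changes of 0.17 (SE 0.10), 0.36 (SE 0.22) and 0.17 (SE 0.11). These genes were picked by their rank, and each had an adjusted p of 0.999 by edgeR's quasi-likelihood test. Among 340 Gene Ontology terms of the R64 annotation with 15 to 500 tested genes, 38 had an fgsea adjusted p under 0.05, 12 of them with a positive and 26 with a negative score. In 18 splits of these libraries, each side held 2 libraries of each strain. Of those splits, 10 gave at least 38 terms, with a median of 40.5. The number of terms thus does not set the strains apart. The term for maturation of SSU rRNA held 65 tested genes and reached an enrichment score of 0.519 (NES 2.24, adjusted p = 0.00548 over the terms).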

**Figure 3:**
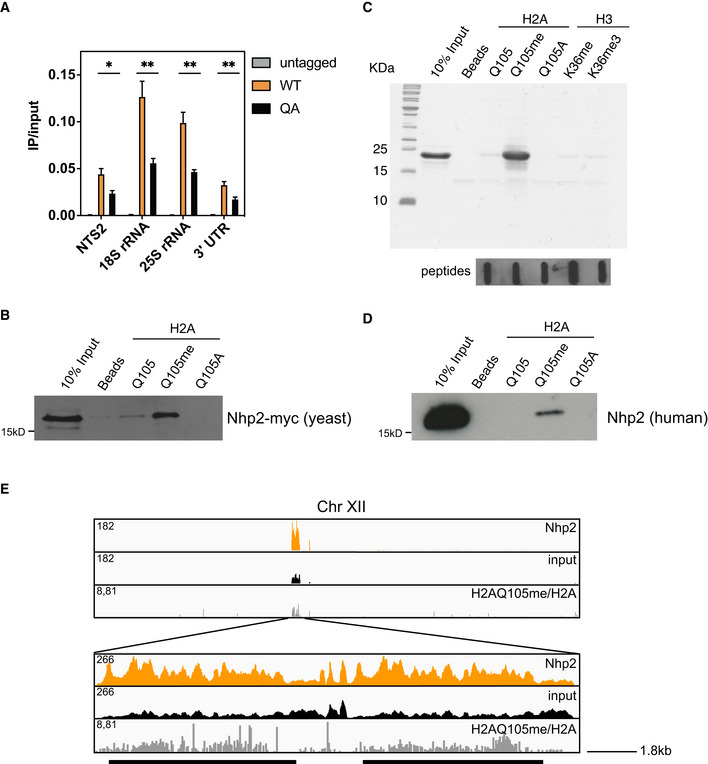
Nhp2 is an epigenetic reader of H2AQ105me ChIP‐qPCR for Nhp2‐myc using anti‐myc antibody across the rDNA locus. Samples were normalized to input. *n* = 3, biological replicates, error bars are standard error of the mean. *P < 0.05, **P < 0.001, based on unpaired, 2‐tailed *t*‐test.Peptide pulldown on H2AQ105 peptides from yeast expressing myc‐tagged Nhp2.Peptide pulldown using recombinantly purified Nhp2. Eluted peptides were slot blotted and detected using streptavidin‐HRP.Peptide pulldown on H2AQ105 peptides from lysates of human cells (HEK293T).ChIP‐seq profile of Nhp2 (orange) and its respective input (black) across the entire chromosome XII of yeast. H2A‐normalized H2AQ105me (grey) was directly taken from (Tessarz *et al*, 2014) as comparison. Magnification shows the two annotated rDNA loci in the yeast genome indicated by the black bars below the tracks. Scale bar is for the magnification. Source data are available online for this figure.

### Nhp2 is a reader of H2AQ105me

In order to gain further clarity on a possible mechanism for H2AQ105me‐mediated recruitment of ribosome biogenesis factors to the rDNA, it was important to identify a direct binder of glutamine methylation, an epigenetic reader of this histone modification. In order to do this, candidates were selected from the list of 139 Q105me‐enriched proteins identified by mass spec (Fig 2B), based on their known interactions listed on the yeast genome database (https://www.yeastgenome.org/). Initially, five potential readers reported to bind to H2A were myc‐tagged to allow for their easy detection and ChIPs were performed in wild type and H2AQ105A strains. Only one of these five candidates—Nhp2—was efficiently enriched at the rDNA in an H2AQ105me‐dependent manner (Figs 3A and EV2). However, recruitment of Nhp2 to the rDNA was not fully abolished in an H2AQ105A mutant, indicating that there are other ways to recruit Nhp2. Indeed, several high throughput assays have identified binding of Nhp2 to RNA Pol I itself (Fath *et al*, 2000; Lebaron *et al*, 2005; Krogan *et al*, 2006; Tarassov *et al*, 2008) as well as the rDNA chromatin component Hmo1 (Krogan *et al*, 2006). We then repeated the peptide pulldowns from yeast carrying the myc‐tagged Nhp2 allele. Nhp2 showed enrichment on the peptide harbouring the methylation on Q105, confirming the mass spectrometry data and highlighting Nhp2 as a possible epigenetic reader of H2AQ105me (Fig 3B). To confirm this hypothesis, Nhp2 was recombinantly purified from *Escherichia coli*. Peptide pulldowns using only recombinant Nhp2 were performed and analysed by SDS–PAGE and Coomassie staining (Fig 3C). This approach confirmed the ability of Nhp2 to directly bind to the peptide containing the methylated glutamine (Fig 3C). Furthermore, Nhp2 did not bind to methyl‐containing peptide sequences derived from histone H3, further confirming its specificity to methylation of Q105 on histone H2A (Fig 3C). The amino acids surrounding H2AQ105me are conserved from yeast to mammalian cells (Fig EV3A)—as is Nhp2, except for the N‐terminal region (Fig EV3B). However, the N‐terminus does not contribute to H2AQ105me binding (Fig EV3C). To test whether the Nhp2‐H2AQ105me interaction might also be evolutionarily conserved, we performed peptide pulldowns using mammalian cell lysates. While the interaction was not as strong as for yeast, human Nhp2 clearly interacts specifically with methylated H2AQ105 (Fig 3D), confirming the evolutionary conservation of the Nhp2‐H2AQ105me interaction. Finally, we wanted to address whether Nhp2 recruitment would follow H2AQ105 methylation genome wide. We performed ChIP‐sequencing using Nhp2‐myc. In line with the data described above, the ChIP profile of Nhp2 closely resembles the one of H2AQ105me with a strong enrichment over the rDNA region on yeast chromosome XII (Fig 3E), corroborating the idea that Nhp2 is an epigenetic reader of methylated H2AQ105. While the rDNA is the site for the strongest enrichment of Nhp2, it should be noted, that we identified further peaks across the genome (Dataset EV2). Genes associated with those peaks were associated mainly with nucleotide metabolic terms (Appendix Table S1).

**Figure EV2:**
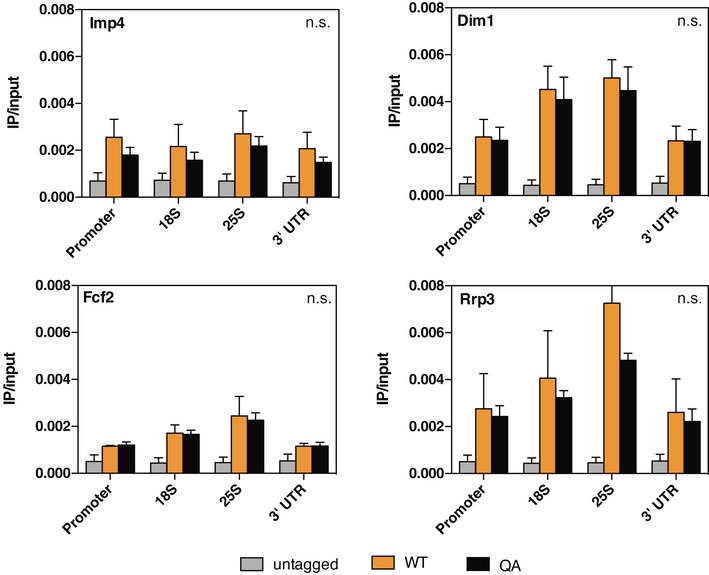
ChIP‐qPCR analysis of potential H2AQ105me readers ChIP‐qPCR analysis of potential and indicated readers of H2AQ105me across the rDNA locus as described in Fig 3 based on peptide pulldown. *n* = 3, biological replicates, error bars are standard error of the mean. Significance was tested using an unpaired, 2‐tailed *t*‐test.

**Figure EV3:**
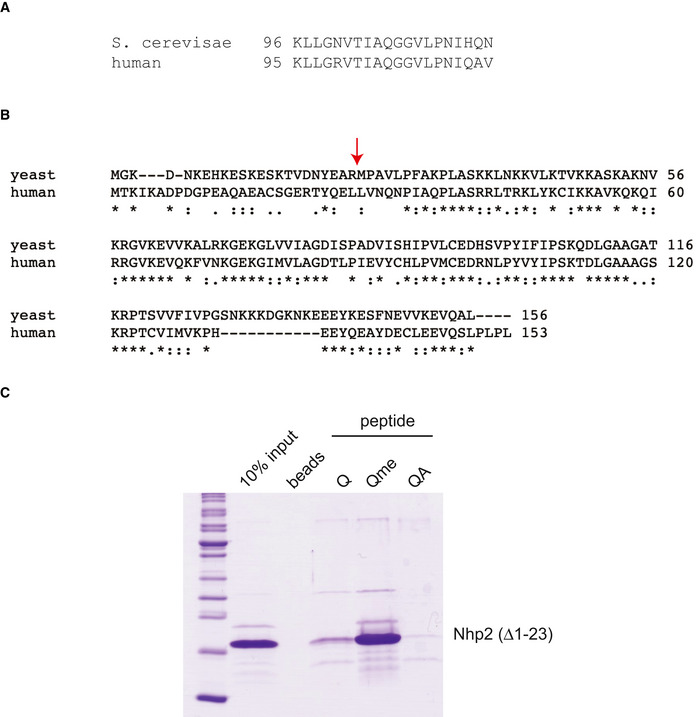
Conservation of H2AQ105me and Nhp2 Alignment of the region spanning yeast H2AQ105me comparing the *S*. *cerevisiae* and human sequence.Sequence Alignment between *S*. *cerevisiae* and human Nhp2 showing strong conservation with an exception of the N‐terminus and an insertion in yeast closer to the C‐terminus. Red arrow indicates new N‐terminus for an N‐terminally truncated version used in Fig EV3C.Peptide pulldowns using a N‐terminally (1‐23) truncated version of Nhp2 demonstrated that the less conserved N‐terminus is not involved in H2AQ105me recognition.

### Nhp2 bridges H2AQ105me to ribosome biogenesis factors

Nhp2 is a highly conserved protein that has been identified as a member of the H/ACA ribonucleoprotein complex and binds snoRNAs, of which we identified several to be de‐regulated in an H2AQ105A strain. Together with Gar1, Nop10 and the catalytic subunit, Cbf5, Nhp2 is responsible for the pseudouridylation of ribosomal RNA (Fath *et al*, 2000; Wang & Meier, 2004; Li *et al*, 2011). 

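Among H/ACA box snoRNAs, the class that Nhp2 binds, 28 of 29 on the list could be tested between H2AQ105A and wildtype. In H2AQ105A 16 were lower and 12 were higher, with a median log2 fold change of −0.06 and a range from −0.32 to 0.16. Ranked with all tested genes, the class had an NES of −1.64 (fgsea adjusted p = 0.0253 over 5 further lists). The mean log2 CPM of the class differed by −0.01 between the strains (exact permutation test, p = 1). Its sign depends on single libraries, by leaving out each in turn, a test chosen after the result was seen. The difference was −0.21 without wildtype replicate 3 (exact permutation p = 0.286), 0.13 without wildtype replicate 2, 0.09 without wildtype replicate 1 and 0.07 without H2AQ105A replicate 1. The C/D box snoRNAs had 17 lower and 22 higher of 39 tested, with a median of 0.01 and an NES of 0.983 (adjusted p = 0.598). Transcripts of the H/ACA complex itself showed no difference beyond the spread between libraries. Log2 fold changes were 0.02 for NHP2 (SE 0.11), 0.01 for GAR1 (SE 0.08), 0.01 for NOP10 (SE 0.10) and −0.01 for CBF5 (SE 0.07), each with an adjusted p of 0.999 by edgeR's quasi-likelihood test.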

Nhp2 is an essential gene and is required for the maintenance of snoRNA levels (Henras *et al*, 1998). However, pseudouridylation of rRNA itself is not essential in yeast, but is required to maintain translational fidelity (Jack *et al*, 2011). Interestingly, pseudouridylation has been described to potentially occur co‐transcriptionally (Penzo & Montanaro, 2018). Yeast strains lacking pseudouridylation show an increase in frameshifts and are affected in tRNA binding to the ribosome (Jack *et al*, 2011). This can be easily measured by the sensitivity of yeast strains to several antibiotics that bind the A‐ and P‐sites of the ribosome. Strains lacking pseudouridylation are hyper‐sensitive to paromomycin and show higher resistance against anisomycin (Jack *et al*, 2011). While the hypothesis of H2AQ105me‐dependent recruitment of the pseudouridylation machinery was an attractive hypothesis, it is important to note that we did not detect an enrichment for any of the other components of the pseudouridylation complex using peptide pulldowns (Fig 2B and Dataset EV1). Additional pulldowns using TAP‐tagged components of this complex confirmed the mass spectrometry data (Fig 4A). Additionally, we did not observe any change in sensitivity towards paromomycin or anisomycin in H2AQ105A strains (Fig 4B), indicating that pseudouridylation is not strongly affected in the absence of H2AQ105‐methylation. To confirm this, we used ribosome translational slippage reporters as a more sensitive assay for changes in pseudouridylation status of the rRNA (Jack *et al*, 2011). In these reporters, the firefly and renilla luciferases are separated by sequences known to cause translational frameshift mutations. When this frameshift occurs, the translation of the second luciferase is induced (Harger & Dinman, 2003). No significant increase in translational frameshift was observed between wildtype and H2AQ105A strains (Fig 4C). Given that we were not able to identify evidence for a link between H2AQ105me and pseudouridylation, we considered that Nhp2 might have additional functions outside the H/ACA pseudouridylation complex. In order to determine the role that Nhp2 binding to H2AQ105me could play, we performed immunoprecipitation (IP) followed by quantitative mass spectrometry using the myc‐tagged version of Nhp2. Enrichment was calculated against the untagged parental strain. 128 proteins were found to be significantly, 2‐fold or more, enriched by myc in the Nhp2‐myc strain (Fig 4D and Dataset EV3). Among the top enriched proteins were all members of the pseudouridylation complex, indicating that the IP worked successfully (Fig 4D). To identify proteins that might be recruited to H2AQ105me via Nhp2, we intersected the list of Nhp2 binders with the proteins recruited to H2AQ105me (Fig 3B). 17 proteins were enriched in both experiments (Fig 4E). String analysis identified that 13 out of the 17 proteins formed a tight interaction network (Fig 4E). Gene ontology enrichment revealed these to be ribosome biogenesis factors, particularly involved in the processing of the SSU, such as Mpp10, Imp4 or Utp11 (Fig 4 E and F). Interestingly, all identified SSU components are involved in the early steps of rRNA maturation (Barandun *et al*, 2018). As the interaction between Nhp2 and H2AQ105me was conserved in humans (Fig 3D), we tested if the H2AQ105me‐based interaction between human Nhp2 and the SSU processome and the absence of H/ACA components might be conserved in humans as well. Therefore, we tested if Dyskerin (the human Cbf5 homolog) or Utp11 (member of the SSU processome) would interact with H2AQ105me. In line with the observations from yeast, Dyskerin was not pulled down on H2AQ105me‐containing peptides, while Utp11 was enriched to a similar extent as Nhp2 (Fig 4G), indicating that Nhp2 might indeed serve as an adapter protein involved in the recruitment of factors involved in the early steps of ribosome maturation. Finally, we wanted to test more directly if H2AQ105me might be involved in the early steps of ribosome processing. To this end, we performed Northern blot analysis using a probe to detect the first steps in 18S processing (32S, 23S and 21S – Fig 4H). Here, we observed a subtle, but significant enrichment of rRNA processing intermediates of the 18S rRNA (Fig 4I), while processing of the 25S rRNA (Fig EV4A) and the steady‐state levels of 18S and 25S rRNA were not affected (Fig EV4B). These results indicated that an H2AQ105A mutant has a mild rRNA processing defect and support the hypothesis that the H2AQ105me‐Nhp2 interaction might be required for optimal recruitment of SSU processome components. Interestingly, also mutating H3K56 to alanine leads to defects in SSU processome recruitment to the rDNA (Chen *et al*, 2012). As the SSU processome functions co‐transcriptionally (Gallagher *et al*, 2004; Phipps *et al*, 2011), it is likely that the Nhp2 recruitment by H2AQ105me, and the reported recruitment of the SSU processome via H3K56ac, allow for an efficient coupling of transcription and pre‐rRNA processing. Based on the data presented here, we propose a model by which the SSU processome is optimally recruited to the rDNA following the deposition of both H3K56ac and H2AQ105me and the subsequent recruitment of Nhp2.

**Figure 4:**
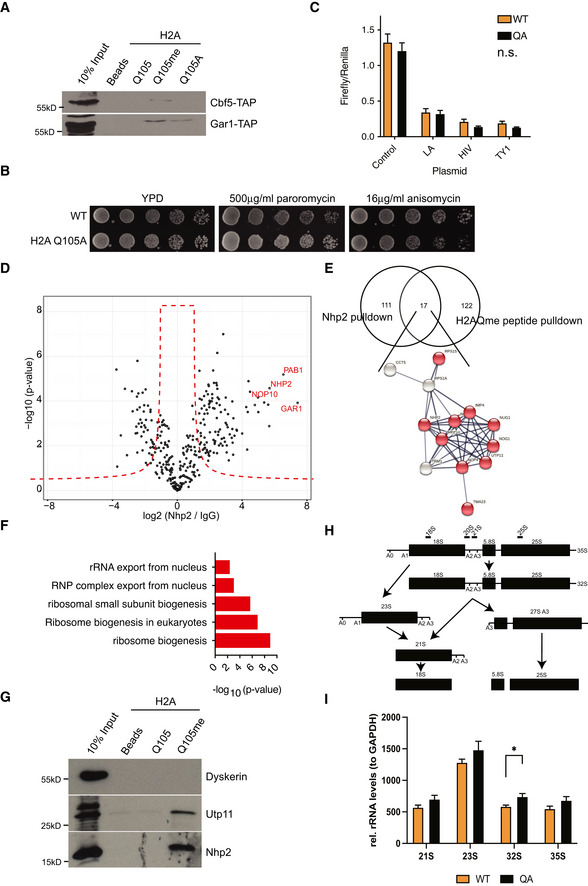
Nhp2 bridges components of the SSU and H2AQ105me Peptide pulldowns from indicated TAP‐tagged strains. Pulldown efficiency was analysed by Western blotting.Spot test of the indicated strains on YPD or YPD supplemented with the given antibiotics. Overnight yeast cultures were adjusted to OD_600_ = 1 and then serially diluted 5‐fold before spotting on indicated media.Ribosome slippage assay using a tandem luciferase reporter separated by a sequence allowing for slippage. The sequences allowing for slippage are given below the graph. *n* = 8, biological replicates, and error bars are standard error of the mean. Significance was tested using 2‐tailed, unpaired *t*‐test.Proteomic analysis of Nhp2 interactors. Highlighted in red are the known members of the H/ACA pseudouridylation complex. The red dashed line indicates significance cut‐off (FDR < 0.05; for a full list of enriched proteins, please refer to Dataset EV3).Intersection of Nhp2 and H2AQ105me pulldown. 17 proteins were enriched in both experiments and the majority are members of the small subunit processome (highlighted in red).GO enrichment for these 17 commonly identified proteins shown in Fig 4E.Peptide pulldowns from human cells (HEK293T) to test for conservation of the reported interactions between Nhp2 and members of the SSU processome complex on H2AQ105me. Dyskerin (Cbf5 homolog) was probed to test for the presence of members of the H/ACA complex. Pulldown efficiency was analysed by Western blotting using the indicated antibodies.Simplified schematic overview over some processing steps of the rRNA. Cut sites are indicated as A0‐A3. Blue bars indicate Northern probes to detect 18S and 25S mature rRNA, respectively (please also see Fig EV4). Labelled bars on top of the scheme indicate used probes. For a representative Northern blot, please be referred to the Source Data accompanying Fig 4.Quantification of Northern Blot results. Normalized to GAPDH, *n* = 3, error bars are standard error of the mean. Asterix indicates *P*‐value (*P < 0.05, based on unpaired, 2‐tailed *t*‐test). Source data are available online for this figure.

**Figure EV4:**
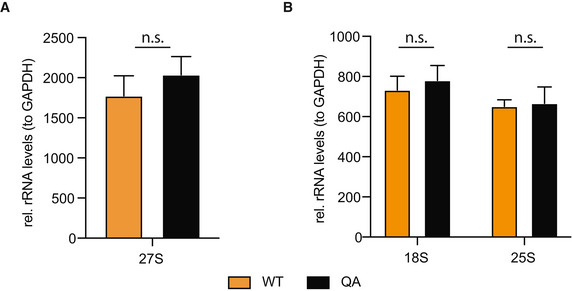
Levels of mature rRNA levels and 25S intermediates in an H2AQ105A mutant Levels of the 25S rRNA processing intermediate 27S show no difference in the level between a wild type (WT) and H2AQ105A (QA) mutant. *n* = 3, biological replicates, error bars are standard error of the mean. Significance was tested using an unpaired, 2‐tailed *t*‐test.Steady‐state levels of mature rRNA show no difference between a wild type (WT) and H2AQ105A (QA) mutant. *n* = 3, biological replicates, error bars are standard error of the mean. Significance was tested using an unpaired, 2‐tailed *t*‐test.

## Materials and Methods

### Strains, plasmids and reagents

Genotypes of yeast strains and plasmids are listed in Appendix Tables S2 and S3. All chemicals used in this study were purchased analytical grade from either Sigma‐Aldrich or Carl Roth, unless stated otherwise. Drop Out Mix for yeast synthetic medium was from US Biological Life Sciences (D9543‐01). 5‐FOA was bought from Cayman Chemicals (17318). Protein‐G coupled Dynabeads™ (10004D) and streptavidin‐coated Dynabeads™ MyOne™ Streptavidin C1 (65001) were from Thermo Fisher. Secondary antibodies against rabbit (7074S) and mouse IgG (7076S) coupled to HRP were purchased from Cell Signaling. Primary antibodies were as follows: H3K56ac (Active Motif – 39281), G6PDH (Sigma – A9521) and c‐Myc (9e10, Sigma – MABE282), FLAG (Sigma – F3165), H2AQ105me from (Tessarz *et al*, 2014), H2A (Abcam – ab13923), H3 (Abcam – ab1791), Utp11L (GeneTex GTX115929), Dyskerin (Santa Cruz sc‐373956) and human Nhp2 (Proteintech 15128‐1‐AP). ECL solution was from Promega (W1001). T4 Polynucleotide kinase was from NEB (M0201) and Probe Quant G‐50 microcolumns from GE Healthcare (28‐9034‐08). γ‐(^32^P)‐ATP was purchased from Perkin Elmer (BLU002Z250UC).

### Yeast protocols

If not stated otherwise, all strains used were derived from W303. Gene deletions or tag integrations were performed using PCR‐based methods (Longtine *et al*, 1998; Janke *et al*, 2004). Yeast were grown in YPD medium if not stated differently. Histone mutants were generated using plasmid shuffling. For spot tests, cells were grown overnight to stationary phase in YPD, diluted to an optical density (OD_600nm_) of 1 and serially diluted 5‐fold before spotting on YPD plates containing the relevant antibiotics.

### Protein precipitation, SDS–PAGE and Western blot

Protein was extracted from a yeast pellet of OD_600nm_ of 1, using sodium hydroxide lysis and TCA precipitation as previously described (Knop *et al*, 1999). Precipitated proteins were dissolved in 50 µl of 2× Laemmli loading buffer and boiled for 10 min. 10 µl was loaded per well of a 15% SDS–PAGE, which was run at 120–200 V in 1× SDS gel running buffer until the bromophenol blue marker reached the bottom of the gel. Separated proteins were either visualized directly using coomassie blue staining or transferred to a nitrocellulose membrane using 1× carbonate buffer (10 mM NaHCO_3_, 3 mM Na_2_CO_3_, pH 9.0, 20% methanol) at 400 mA for 75 min. Membranes were blocked with 5% BSA (for histone and histone modification antibodies) or 5% milk (for all other antibodies) in 1× TBST for one hour at room temperature. Primary antibody was added, following manufacturer’s recommended concentration, in blocking solution. Membranes were incubated overnight at 4°C with gentle rocking, subsequently incubated with secondary antibody and developed using ECL.

### Recombinant expression of Nhp2

pET24a‐Nhp2 was transformed into BL21 DE3 Codon Plus and plated on LB‐Agar, supplemented with kanamycin and chloramphenicol. Overnight cultures were set up and diluted to OD_600nm_ 0.1 in 3 × 1.5 l in 2YT supplemented with kanamycin and chloramphenicol and grown to OD_600nm_ 0.6 at 37°C. 2 mM IPTG were added for 3 h. Cells were harvested and 1 pellet per 1.5 l was frozen and stored at −80°C. For purification, each pellet was resuspended in 35 ml WB 1 (20 mM Tris pH 7.5, 300 mM NaCl, 5 mM β‐Mercaptoethanol, 10 mM Imidazole) and sonicated on ice using a Branson sonifier 450 with 50% duty cycle and output control 2 for 6 × 30 s with 1 min incubation on ice in between. Cell lysates were centrifuged at 20,000 *g* for 30 min at 4°C. Lysates were combined, passed through a 0.45 μm filter and incubated with 1 ml Ni‐NTA beads (Qiagen) for 1 h at 4°C. Beads were washed with 50 ml WB1, followed by 50 ml WB2 (20 mM Tris pH 7.5, 100 mM NaCl, 5 mM β‐Mercaptoethanol, 10 mM Imidazole) and eluted in 1 ml fractions using EB1 (20 mM Tris pH 7.5, 100 mM NaCl, 5 mM β‐Mercaptoethanol, 250 mM Imidazole). Fractions were checked by SDS–PAGE for protein and those containing Nhp2 were pooled and passed over a 2 ml SP‐sepharose column equilibrated with SP1 (20 mM Tris pH 7.5, 100 mM NaCl, 5 mM β‐Mercaptoethanol). Column was washed with 50 ml SP1, and Nhp2 was eluted with SP2 (20 mM Tris pH 7.5, 1 M NaCl, 5 mM β‐Mercaptoethanol) and fractions of 1 ml were collected and checked for Nhp2. Fractions containing pure Nhp2 were pooled and dialyzed against storage buffer (20 mM Tris pH 7.5, 150 mM NaCl, 5 mM β‐Mercaptoethanol, 10% glycerol), aliquoted, snap frozen and stored at −80°C.

### Chromatin immunoprecipitation, qPCR or next‐generation sequencing and analysis

Yeast was grown into mid‐log phase, (OD_600nm_ 0.6) in YPD, and 50 ml was harvested and placed into 50 ml falcon tubes. 1% formaldehyde (final concentration) was added, and cultures were left to rotate at room temperature for 30 min to allow for crosslinking. Cultures were centrifuged (3 K, 2 min, 4°C), and supernatant was discarded. Cell pellets were resuspended in 20 ml cold PBS, centrifuged as above and the supernatant discarded again. This washing was repeated 2 times in total, and cells were then transferred to 2‐ml Eppendorf tubes and kept on ice. Pellets were then resuspended in 500 µl SDS buffer (1% SDS, 10 mM EDTA, 50 mM Tris‐Cl (pH 8.0), plus protease inhibitors) on ice. About 200 µl of acid‐washed glass beads were added and tubes were vortexed at top speed at room temperature for 6 × 1 min, with 3 min on ice in between. The bottoms of the tubes were pierced with a hot needle and place in 15 ml falcon tubes, which were centrifuged (2k, 30 s) to release the cell lysate. Lysates were sonicated to produce fragments of 200–600 bp. Sonicated samples were transferred to 1.5 ml Eppendorf tubes, centrifuged (20 min, 14 K, 4°C) and diluted in 5 ml of cold IP buffer (0.01% SDS, 1.1% Triton X‐100, 1.2 mM EDTA, 16.7 MM Tris‐Cl (pH 8.0), 167 mM NaCl, plus protease inhibitors). 50 µl was taken as input control and stored at −2°C. For the IP, 1 ml of chromatin was placed in siliconized Eppendorf tubes and 2 µg of antibody was added. Chromatin/antibody mix was place on rotating wheel at 4°C overnight. 30 µl of Protein G Dynabeads™ was washed 3× in IP buffer and added to the chromatin/antibody mix. This was incubated at room temperature on a rotating wheel for 90 min. Beads were washed for 3 min with each wash buffer (1 ml TSE (1% Triton X‐100, 0.1%SDS, 2 mM EDTA, 20 mM Tris‐Cl (pH 8.0)) plus 150 mM NaCl, 1 ml TSE plus 500 mM NaCl, 1 ml LiCl wash (0.25 M LiCl, 1% NP‐40, 1% deoxycholate, 1 mM EDTA, 10 mM Tris‐Cl (pH 8.0)) and 1 ml TE (pH8.0)). IP was eluted using 200 µl of Elution buffer (1% SDS, 0.1 M NaHCO_3_), made fresh on the day, on a rotating wheel for 30 min at room temperature. 20 µl of 5 M NaCl was added to all samples, which were then incubated at 95°C for 15 min, or overnight at 65°C, to reverse the formaldehyde crosslink. 5 µg of DNase‐free RNase was then added for 30 min at 37°C, and then, the DNA was purified using a Qiagen PCR purification kit. 1 µl was analysed per reaction by qPCR. ChIP‐seq libraries were generated from two independent biological replicates of IgG, Nhp2‐myc and input following a previously published protocol (Ford *et al*, 2014) and sequenced on an Illumina HighSeq 4000 using 1 × 75 bp reads. A detailed version of this protocol is available upon request.

### RNA‐seq analysis

Total RNA was isolated using the hot phenol. RNA quality was analysed using an Agilent Tapestation and only RNA with RIN > 9 was used for RNA‐seq library production. Libraries were generated at the Genomics Core of the Max Planck Institute for Plant Breeding Research, Cologne Germany using the NEBNext^®^ Ultra™ RNA Library Prep Kit on rRNA‐depleted total RNA. Sequencing reads were mapped to yeast genome (R64) using bowtie2 (Langmead & Salzberg, 2012). Gene counts were obtained from featureCounts of the Rsubread package (R/Bioconductor) (Liao *et al*, 2013). 

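The table of counts lists 7126 genes, of which 295 had no counts in any library and 6162 could be matched by name to the annotation of R64. The 8 entries for the mature and precursor rRNAs of the 35S transcript hold 0 counts over all 16 libraries, so these counts carry no measure of those rRNAs. The 6 entries for 5S rRNA hold 103 counts over all libraries. The gene of the H/ACA snoRNA snR10 had at most 6 counts in any library, and 9 snoRNAs on the lists were not tested between H2AQ105A and wildtype. Pairs of libraries of the same genotype differed by more than the sampling noise, with a chi-square per degree of freedom between 2.38 and 74.6, so no library was counted as a copy of another.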

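The gene set file of the paper was not used here, and the sets were lists of yeast genes written down by name before the counts were seen. SSU biogenesis held 85 genes, LSU biogenesis 80, ribosomal proteins 137, RNA polymerase I 18 and other ribosome biogenesis 37. Ribosome biogenesis was these lists together without the ribosomal proteins, 220 genes in all. With the Gene Ontology annotation of R64 in place of the lists, the NES between H2AQ105A and wildtype was 2.20 over 126 SSU biogenesis genes and 1.74 over 124 LSU biogenesis genes. RNA polymerase I had an NES of 0.675 (fgsea adjusted p = 0.904) and other ribosome biogenesis 1.82 (adjusted p = 0.0119), adjusted together with both snoRNA classes and a list of stress-induced genes, for which the NES was −1.72 (adjusted p = 0.0119).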

Gene set enrichment analysis was performed using R package fgsea (preprint: Korotkevich *et al*, 2021) using the *S*. *cerevisiae* GSEA.gmt file provided at http://ge‐lab.org/gskb/ (downloaded May 2021).

### ChIP‐seq analysis

ChIP‐seq data were mapped to the yeast genome (R64) using bowtie2 (Langmead & Salzberg, 2012). Mapped reads were indexed and merged using samtools (Li *et al*, 2009) and converted to bigwig files using deepTools bamCoverage (v 2.0; Ramírez *et al*, 2016) with a bin size of 10 and normalization to genomic content. Single gene tracks were generated through the IGV genome browser. Peak calling was performed using Macs2 (Zhang *et al*, 2008) with peaks displaying an FDR < 10^−5^ considered statistically significant. The H2AQ105me track was directly taken from Tessarz *et al*, 2014 (E‐MTAB‐1447) without any further analysis.

### SILAC labelling

BY4742 was grown in 1 l of SD supplemented with amino acids and uracil, excluding lysine. Cultures were then supplemented with 100 mg/l of either normal lysine or heavy lysine (Sigma, L‐Lysine‐^13^C_6_^15^N_2_ hydrochloride cat. number 608041) and grown for no < 15 h to reach an OD_600nm_ of 0.6–0.8, to allow for maximum labelling of proteins. Cells were then harvested following the peptide‐pulldown protocol.

### Yeast lysates

Cells were grown in 200 ml of YPD (for SILAC labelling see specific culture protocol) and harvested and washed 1× in 1× PBS, to get rid of excess media, and resuspended in a high‐salt binding buffer (50 mM Tris‐Cl (pH 8.0), 1% NP40, 420 mM NaCl, 1 mM DTT and protease inhibitors) 1:2 (yeast:buffer). Yeast suspension was dropped directly into liquid nitrogen to snap freeze and then lysed using a Freezer Mill (Brand). Cell debris was removed by centrifugation (10 K, 4**°**C, 2 min), and the supernatant was transferred to a clean tube and diluted 1:1 with no‐salt binding buffer (50 mM Tris‐Cl (pH 8.0), 1% NP40, 1 mM DTT and protease inhibitors). Protein content was verified by Bradford assay, and the lysate was further diluted, in binding buffer (50 mM Tris‐Cl (pH 8.0), 1% NP40, 150 mM NaCl, 1 mM DTT and protease inhibitors), to obtain a concentration of about 1.7 mg/ml.

### Peptide pull‐downs

600 μl of cleared yeast lysates or lysates from HEK293T (about 1 mg of protein) was used per pulldown. For peptide pulldowns, cell lysates were incubated with peptide‐coupled magnetic beads Dynabeads ^TM^ MyOne ^TM^ Streptavidin C1. Lysate/bead mix was rotated at 4**°**C for 2 h and then washed 5× in 1 ml of binding buffer. For analysis by Western blot, proteins were eluted in 2× Laemmli buffer for 10 min at 65**°**C, boiled for a further 10 min and then loaded onto an SDS–PAGE and analysed by Western blot. For mass spectrometry, see Mass Spectrometry section. Beads were washed 5× with 1 ml TBS at 4**°**C before protein elution in mass spec elution buffer. For the Nhp2‐myc IP, 5 μl anti‐myc antibody was bound to 50 μl ProteinG Dynabeads for at least 2 h at 4**°**C in TBS. Cleared protein lysates were adjusted to 1 mg/ml, and 1 ml was added to prebound antibodies and incubated at 4**°**C overnight. Beads were washed 5× with 1 ml TBS at 4**°**C before protein elution in mass spec elution buffer (see Mass Spectrometry protocol).

### Mass spectrometry sample preparation

Following peptide pulldown of SILAC‐labelled cultures, beads from heavy and light experiments were mixed and washed further 2× in 1 ml of 1× TBS to remove excess detergent. Proteins were eluted in 50 ul of mass spec elution buffer (6 M Guanidine hydrochloride, 10 mM TCEP, 40 mM CAA, 100 mM Tris (pH 8.5)), for 1 h at room temperature, regularly shaking to prevent the beads from settling and then diluted 10‐fold in 20 mM Tris/10% acetronile. The protein concentration was measured using a nanodrop (260/280), and 5 ug of LysC was added to 100 ug of protein. Proteins were digested on the beads at 37**°**C overnight with gentle shaking so as to prevent the beads from settling. Following protein digestion, peptides were purified using FASP peptide purification (Coleman *et al*, 2017), followed by Mass spec analysis. The analysis was performed on five biological replicates using forward and reverse pulldowns, i.e. that heavily‐labelled cultures were once incubated with the methylated peptide (forward) and in a second experiment with the unmethylated (reverse). Unmethylated peptide was incubated with the respective other peptide.

### LC‐MS/MS analysis

Peptides were separated on a 25 cm, 75 μm internal diameter PicoFrit analytical column (New Objective) packed with 1.9 μm ReproSil‐Pur 120 C18‐AQ media (Dr. Maisch,) using an EASY‐nLC 1000 (Thermo Fisher Scientific). The column was maintained at 50°C. Buffer A and B were 0.1% formic acid in water and 0.1% formic acid in acetonitrile. For the Q105me (Qme) IP, peptides were separated on a segmented gradient from 5% to 20% buffer B for 100 min, from 20% to 25% buffer B for 10 min and from 25% to 40% buffer B for 10 min at 200 nl/min. For the Nhp2 IP, peptides were separated on a segmented gradient from 6% to 31% buffer B for 45 min and from 31% to 44% buffer B for 8 min at 200 nl/min. Eluting peptides were analysed on a QExactive Plus (Qme IP) or QExactive HF (Nhp2 IP) mass spectrometer (Thermo Fisher Scientific). Peptide precursor m/z measurements were carried out at 70,000 (Qme IP) or 60,000 (Nhp2 IP) resolution in the 300–1,800 (Qme IP) or 300–1,500 (Nhp2 IP) m/z range. The top ten most intense precursors with charge state from 2 to 7 only were selected for HCD fragmentation using 25% (Qme IP) or 27% (Nhp2 IP) normalized collision energy. The m/z values of the peptide fragments were measured at a resolution of 17,500 (Qme IP) or 15,000 (Nhp2 IP) using 80 ms maximum injection time. Upon fragmentation, precursors were put on a dynamic exclusion list for 45 s.

### Protein identification and quantification

The raw data were analysed with MaxQuant version 1.5.2.8 (Cox & Mann, 2008) using the integrated Andromeda search engine (Cox *et al*, 2011). Peptide fragmentation spectra were searched against the canonical and isoform sequences of the yeast reference proteome (proteome ID UP000002311, downloaded February 2015 from UniProt). Methionine oxidation and protein N‐terminal acetylation were set as variable modifications; cysteine carbamidomethylation was set as fixed modification. The digestion parameters were set to “Specific” and “LysC/P” (Qme IP) or “Trypsin/P” (Nhp2 IP). The minimum number of peptides and razor peptides for protein identification was 1; the minimum number of unique peptides was 0. Protein identification was performed at a peptide spectrum matches and protein false discovery rate of 0.01. The “second peptide” option was on. For the analysis of the Qme IP, “Re‐quantify” was enabled. For the analysis of the Nhp2 IP, successful identifications were transferred between the different raw files using the “Match between runs” option. SILAC quantification (Qme IP) was performed using a minimum ratio count of two. Label‐free quantification (Nhp2 IP) (Cox *et al*, 2014) was performed using a minimum ratio count of two. Downstream data transformation, filtering and differential abundance analysis was performed using Perseus version 1.5.0.0 (Tyanova *et al*, 2016). For the Qme IP data, log_2_ transformed SILAC ratios were analysed using a one‐sided *t*‐test against zero. For the Nhp2 IP data, label‐free intensities were filtered for at least three valid values in at least one group and imputed from a normal distribution with a width of 0.3 and down shift of 1.8. Imputed values were analysed with a two‐sided *t*‐test, using a S0 parameter of one.

### Northern blotting

Total RNA of logarithmically growing yeast (PTY1126 and PTY1132) was isolated using the hot phenol approach, and 10 µg of total RNA per lane was run on 1.2% agarose gels to separate high molecular weight RNA samples at 0.5 V/cm for 24 h at 4°C. Following a rinse in dH_2_O, the gel was then washed 2 × 15 min in Tris/Salt buffer (1.5 M NaCL, 0.5 M Tris, 30 ml HCl), quickly rinsed again in dH_2_O and then soaked for 20 min in 6× SSC (0.9 M NaCl, 90 mM Na3 citrate, pH 7.0). The transfer stack was then set up at room temperature and transfer, per capillary action, of the RNA to a nylon membrane (Amersham Hybond‐N+, GE Healthcare) was allowed to take place overnight (16–24 h) in 6× SSC. Following transfer, the RNA was immobilized by UV crosslinking (80 mJ/cm^2^). The membrane was prehybridized for 1 h at 37°C in 10× Denhardt hybridization buffer (100× Denhardt = 2% Ficoll 400, 300 mM NaCl, 2% polyvinylpyrrolidone, 2% BSA). Oligonucleotide probes (18S: 5’‐CATGGCTTAATCTTTGAGAC‐3’, 25S: 5’‐ CTCCGCTTATTGATATGC‐3’, 21S: 5’‐ GATATGAAAACTCCACAGTG‐3’ and GAPDH: 5’‐ CGGTTCTACCACCTCTCCAG‐3’) were labelled with γ‐(^32^P)‐ATP using T4 Polynucleotide kinase and purified using Probe Quant G‐50 microcolumns. 1 mM probe was used to hybridize to the RNA overnight. After exposing the radioactively labelled membrane to a phosphor screen (GE health care) for at least 24 h, the screen was imaged using a Fuji FLA‐7000 laser scanner. All Northern blot experiments were done in three biological repeats. Bands were quantified using the Multi Gauge V3.2 software. The photostimulated luminescence (PSL) value was used as a representation of abundance of RNA. GAPDH was used as a loading control. The relative concentration for each individual sample was determined.

## Author contribution

JSPM and PT designed the study; JSPM, JM, CR, NG and PT generated and analysed data; JM and CM analysed ChIP‐ and RNA‐seq data; JSPM and PT wrote the manuscript with input from all authors.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Dataset EV3 Click here for additional data file.

Source Data for Figure 1 Click here for additional data file.

Source Data for Figure 3 Click here for additional data file.

Source Data for Figure 4 Click here for additional data file.

## Data Availability

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (Perez‐Riverol *et al*, 2019) partner repository with the dataset identifier PXD023510 (http://www.ebi.ac.uk/pride/archive/projects/PXD023510). Analysed data can be found in the Appendix. RNA‐ and ChIP‐seq data are available at gene expression omnibus, accession number: GSE176302 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE176302).

# Supplementary material for: Nhp2 is a reader of H2AQ105me and part of a network integrating metabolism with rRNA synthesis
**Source:** EMBO Rep. 2021 Aug 19;22(10):e52435. doi: 10.15252/embr.202152435
**Supplement:** Supplementary file 1 — Appendix

## **Appendix**

**Appendix Table S1:** GO term enrichment for genes associated with Nhp2 peaks (*p.* 1)

**Appendix Table S2:** Yeast strains used in this study (*p.* 2)

**Appendix Table S3:** Plasmids used in this study (*p.* 3)

**Appendix Table S1**

| GOID  | GO term                                             | P-value | FDR  | Expected FP |
|-------|-----------------------------------------------------|---------|------|-------------|
| 46031 | ADP metabolic process                               | 0.00360 | 0.00 | 0.00        |
|       |                                                     |         |      |             |
| 6090  | pyruvate metabolic process                          | 0.00383 | 0.00 | 0.00        |
|       |                                                     |         |      |             |
| 9135  | purine nucleoside diphosphate metabolic process     | 0.00488 | 0.00 | 0.00        |
|       |                                                     |         |      |             |
| 9179  | purine ribonucleoside diphosphate metabolic process | 0.00488 | 0.00 | 0.00        |
|       |                                                     |         |      |             |
| 9185  | ribonucleoside diphosphate metabolic process        | 0.00488 | 0.00 | 0.00        |
|       |                                                     |         |      |             |
| 9132  | nucleoside diphosphate metabolic process            | 0.00864 | 0.00 | 0.00        |

**Appendix Table S2**

| Strain   | genotype                                                                                                                          | source               |
|----------|-----------------------------------------------------------------------------------------------------------------------------------|----------------------|
| PTY1053  | Mata ade2-1 ura3-1 his3-11,15 trp1-1 leu2-3,112 can1-100 hta1-htb1::kanMX4 hta2-htb2::natMX4                                      | Tessarz et al., 2014 |
| PTY1055  | Mata ade2-1 ura3-1 his3-11,15 trp1-1 leu2-3,112 can1-100 hta1-htb1::kanMX4 hta2-htb2::natMX4 p(HIS3)-HTA1-HTB1                    | Tessarz et al., 2014 |
| PTY1056  | Mata ade2-1 ura3-1 his3-11,15 trp1-1 leu2-3,112 can1-100 hta1-htb1::kanMX4 hta2-htb2::natMX4 p(HIS3)-HTA1Q105A-HTB1               | Tessarz et al., 2014 |
| PTY1021  | ade2-1 ura3-1 his3-11,15 trp1-1 leu2-3,112 can1-100 hht1-hhf1::kanMX4 hht2-hhf2::natMX4 p(URA3)-HHT2/HHF2                         | this study           |
| PTY1035  | Mata ade2-1 ura3-1 his3-11,15 trp1-1 leu2-3,112 can1-100 asf1::kanMX4                                                             | this study           |
| PTY1036  | Mata ade2-1 ura3-1 his3-11,15 trp1-1 leu2-3,112 can1-100 rtt109::kanMX4                                                           | this study           |
| PTY1040  | Mata ade2-1 ura3-1 his3-11,15 trp1-1 leu2-3,112 can1-100 cac1::kanMX4                                                             | this study           |
| PTY1042  | Mata ade2-1 ura3-1 his3-11,15 trp1-1 leu2-3,112 can1-100 hst3::kanMX4                                                             | this study           |
| PTY1043  | Mata ade2-1 ura3-1 his3-11,15 trp1-1 leu2-3,112 can1-100 hst4::kanMX4                                                             | this study           |
| PTY1051  | Mata ade2-1 ura3-1 his3-11,15 trp1-1 leu2-3,112 can1-100 hht1-hhf1::kanMX4 hht2-hhf2::natMX4 rtt109::hphMX4 p(TRP1)-HHT2-HHF2     | this study           |
| PTY1052  | Mata ade2-1 ura3-1 his3-11,15 trp1-1 leu2-3,112 can1-100 hht1-hhf1::kanMX4 hht2-hhf2::natMX4 rtt109::hphMX4 p(TRP1)-HHT2K56A-HHF2 | this study           |
| PTY1136  | Nhp2-3Myc-TRP1 Mata ade2-1 ura3-1 his3-11,15 trp1-1 leu2-3,112 can1-100 hta1-htb1::kanMX4 hta2-htb2::natMX4 p(URA)-HTA1-HTB1      | this study           |
| Y7092    | MATa can1::STE2pr-Sp_his5 lyp1Δ his31Δ leu2Δ0 ura3Δ0 met17Δ0 LYS2+                                                                | Tong et al., 2001    |
| Y8205    | can1Δ ::STE2pr-Sp_his5 lyp1Δ ::STE3pr-LEU2 his3Δ1 leu2Δ0 ura3Δ0                                                                   | Tong et al., 2001    |
| Y8205.X  | can1Δ ::STE2pr-Sp_his5 lyp1Δ ::STE3pr-LEU2 his3Δ1 leu2Δ0 ura3Δ0 H2AQ105A::URA3                                                    | this study           |
| PTY1136  | Nhp2-3Myc-TRP1 Mata ade2-1 ura3-1 his3-11,15 trp1-1 leu2-3,112 can1-100 hta1-htb1::kanMX4 hta2-htb2::natMX4                       | this study           |
| GAR1-TAP | MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 GAR1-TAP::HIS3MX6                                                                               | TAP-tag collection   |
| CBF5-TAP | MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 CBF5-TAP::HIS3MX6                                                                               | TAP-tag collection   |
| PTY1386  | Mata ade2-1 ura3-1 his3-11,15 trp1-1 leu2-3,112 can1-100 rpl9::hphNT1 hta1-htb1::kanMX4 hta2-htb2::natMX4 p(URA)-HTA1-HTB1        | this study           |
| PTY1387  | Mata ade2-1 ura3-1 his3-11,15 trp1-1 leu2-3,112 can1-100 rpl1a::hphNT1 hta1-htb1::kanMX4 hta2-htb2::natMX4 p(URA)-HTA1-HTB1       | this study           |
| PTY1388  | Mata ade2-1 ura3-1 his3-11,15 trp1-1 leu2-3,112 can1-100 rpl12a::hphNT1 hta1-htb1::kanMX4 hta2-htb2::natMX4 p(URA)-HTA1-HTB1      | this study           |

**Appendix Table S3**

| plasmids                  | description                                                   | Reference               |
|---------------------------|---------------------------------------------------------------|-------------------------|
| pET24a-Nhp2               | overexpression vector for Nhp2, kann selection, T7 regulation | this study              |
| p(TRP1)-HHT2-HHF2         | shuffle plasmid to introduce WT H3                            | this study              |
| p(TRP1)-HHT2S10A-HHF2     | shuffle plasmid to introduce H3S10A                           | this study              |
| p(TRP1)-HHT2K56A-HHF2     | shuffle plasmid to introduce H3K56A                           | this study              |
| p(TRP1)-HHT2-HHF2K5A      | shuffle plasmid to introduce H4K5A                            | this study              |
| p(TRP1)-HHT2-HHF2K12A     | shuffle plasmid to introduce H4K12A                           | this study              |
| p(TRP1)-HHT2-HHF2KK5,12AA | shuffle plasmid to introduce H4KK5,12AA                       | this study              |
| p(HIS3)-HTA1-HTB1         | shuffle plasmid to introduce WT H2A                           | Tessarz et al., 2014    |
| p(HIS3)-HTA1Q105A-HTB1    | shuffle plasmid to introduce H2AQ105A                         | Tessarz et al., 2014    |
| pRS314-Nop1-FLAG          | NHP2 cds +/- 500bp; 3xmyc inserted at C-terminus              | this study              |
| pJD187.WT                 | slippage reporter, CTRL                                       | Harger and Dinman, 2003 |
| pJD376                    | slippage reporter, LA                                         | Harger and Dinman, 2003 |
| pJD377                    | slippage reporter, Ty1                                        | Harger and Dinman, 2003 |
| pJD378                    | slippage reporter, HIV                                        | Harger and Dinman, 2003 |

# Supplementary material for: Nhp2 is a reader of H2AQ105me and part of a network integrating metabolism with rRNA synthesis
**Source:** EMBO Rep. 2021 Aug 19;22(10):e52435. doi: 10.15252/embr.202152435
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

## Expanded View Figures

**A**

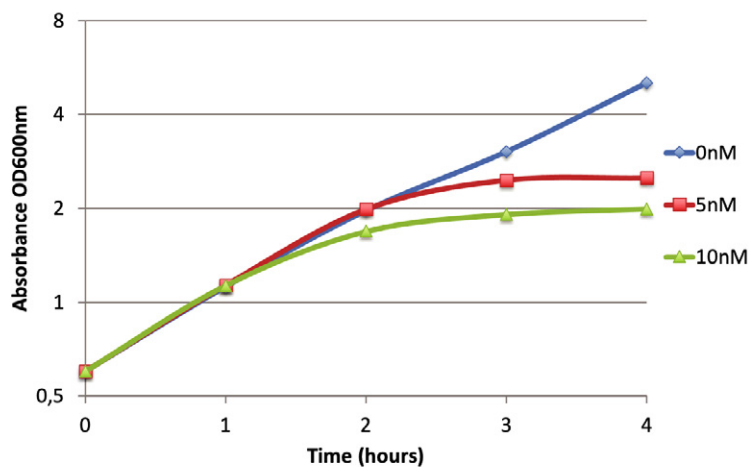

**Figure EV1. Rapamycin reduces RNA Pol I transcription of rDNA.**

A Growth curve of WT yeast cells challenged with indicated concentrations of rapamycin.  
 B Loss of RNA Pol I occupancy at the rDNA upon treatment with 5 nM rapamycin.  $n = 3$ , biological replicates, error bars are standard error of the mean.  $**p < 0.001$ , based on unpaired, 2-tailed t-test.

**B**

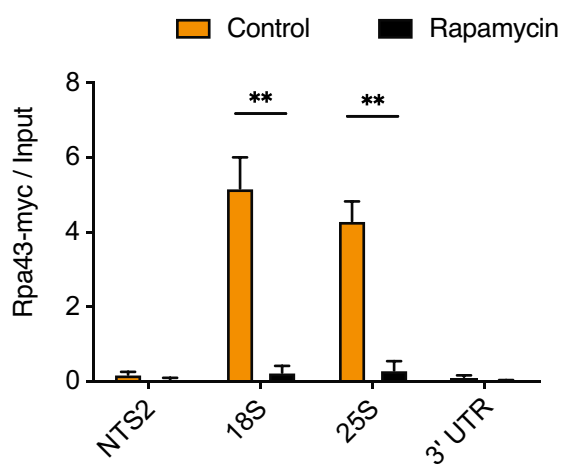

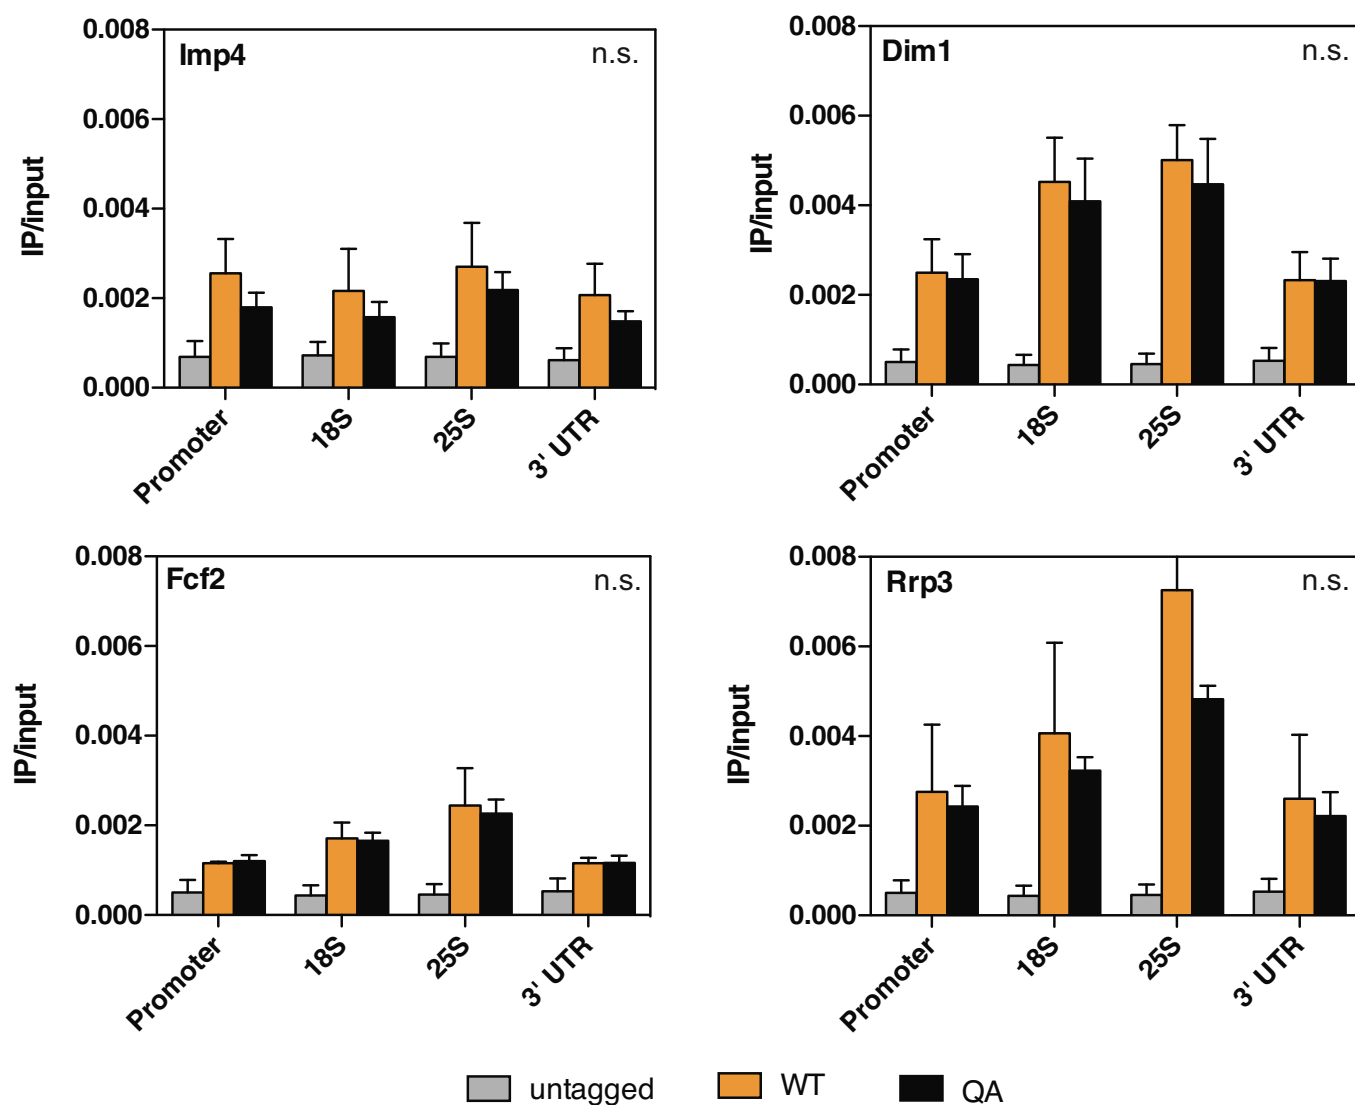

**Figure EV2. ChIP-qPCR analysis of potential H2AQ105me readers.**

ChIP-qPCR analysis of potential and indicated readers of H2AQ105me across the rDNA locus as described in Fig 3 based on peptide pulldown.  $n = 3$ , biological replicates, error bars are standard error of the mean. Significance was tested using an unpaired, 2-tailed  $t$ -test.

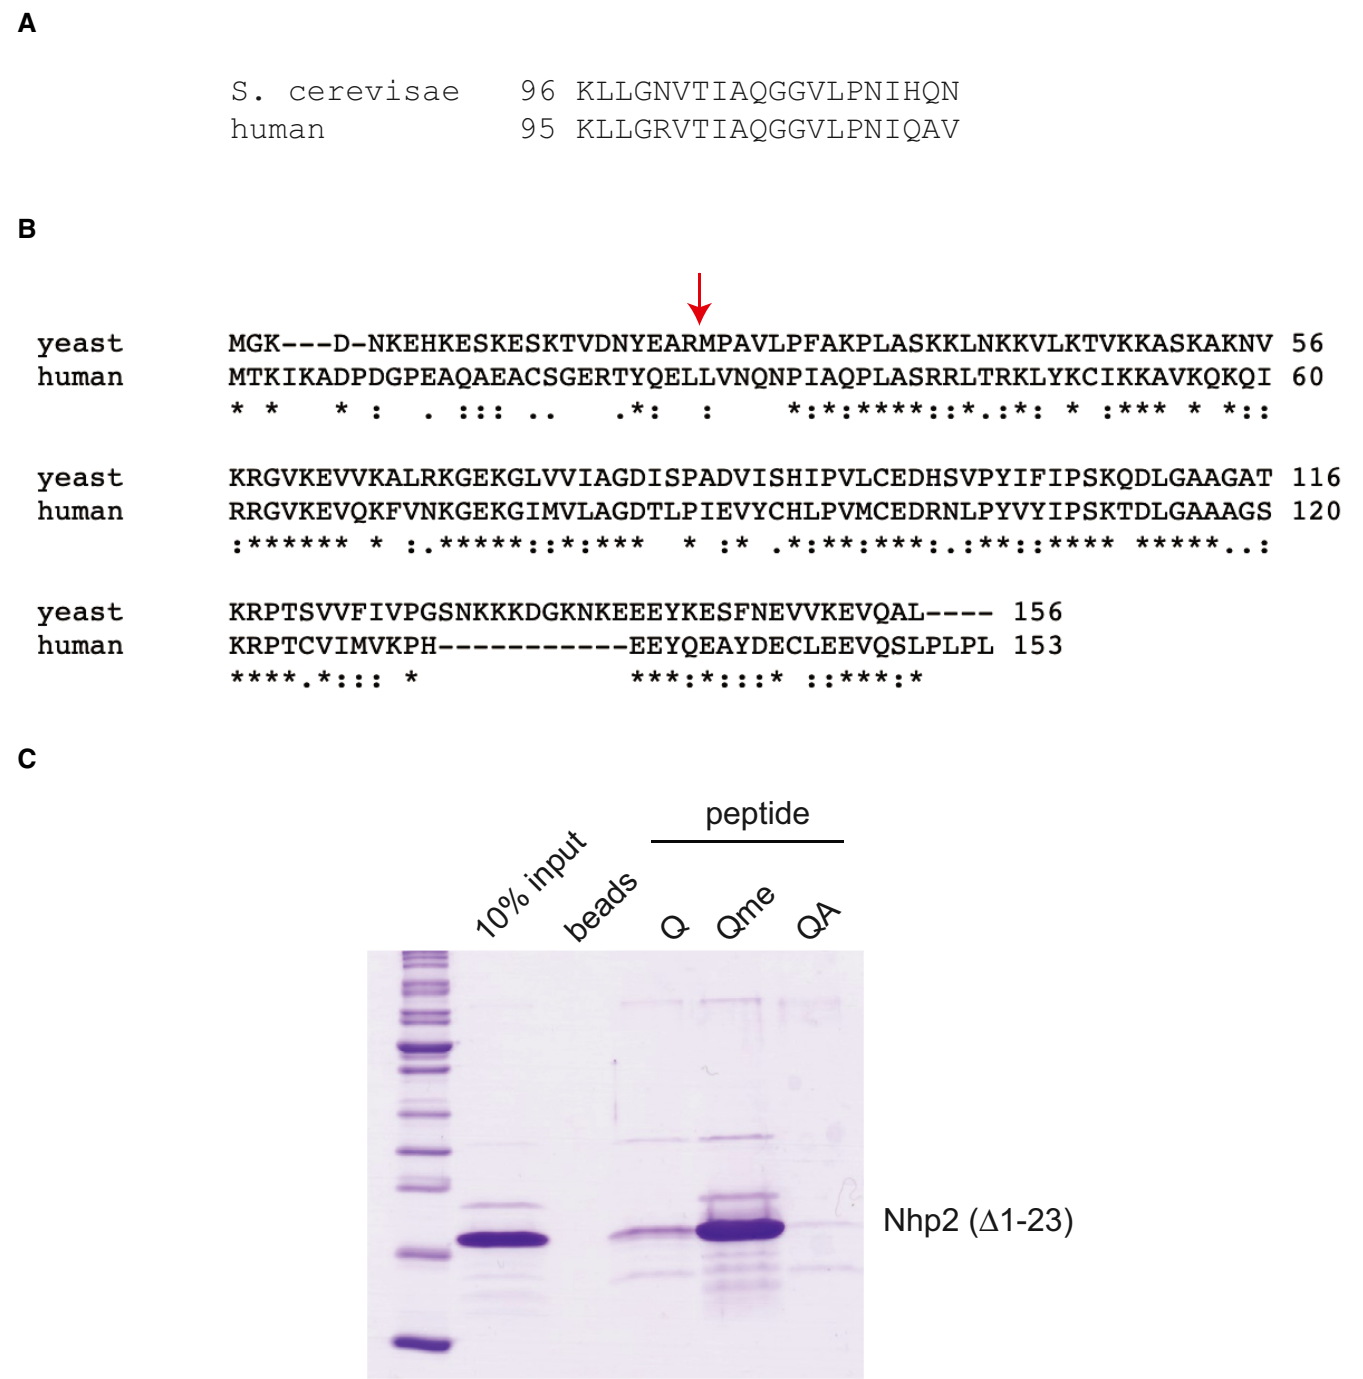

**Figure EV3. Conservation of H2AQ105me and Nhp2.**

A Alignment of the region spanning yeast H2AQ105me comparing the *S. cerevisiae* and human sequence.

B Sequence Alignment between *S. cerevisiae* and human Nhp2 showing strong conservation with an exception of the N-terminus and an insertion in yeast closer to the C-terminus. Red arrow indicates new N-terminus for an N-terminally truncated version used in Fig EV3C.

C Peptide pulldowns using a N-terminally (1-23) truncated version of Nhp2 demonstrated that the less conserved N-terminus is not involved in H2AQ105me recognition.

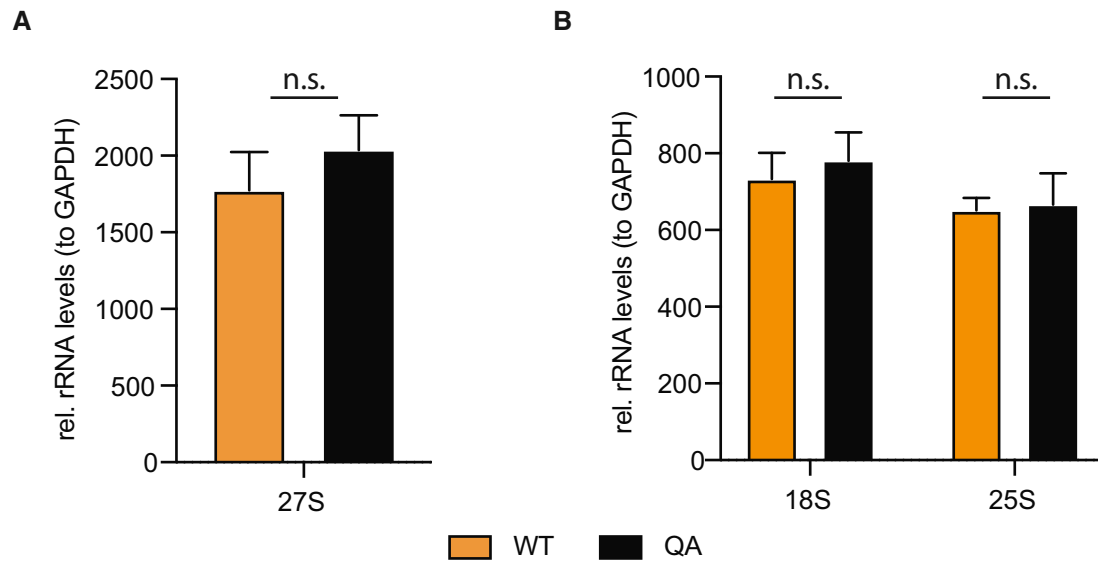

**Figure EV4. Levels of mature rRNA levels and 25S intermediates in an H2AQ105A mutant.**

- A Levels of the 25S rRNA processing intermediate 27S show no difference in the level between a wild type (WT) and H2AQ105A (QA) mutant.  $n = 3$ , biological replicates, error bars are standard error of the mean. Significance was tested using an unpaired, 2-tailed t-test.
- B Steady-state levels of mature rRNA show no difference between a wild type (WT) and H2AQ105A (QA) mutant.  $n = 3$ , biological replicates, error bars are standard error of the mean. Significance was tested using an unpaired, 2-tailed t-test.

# Supplementary material for: Nhp2 is a reader of H2AQ105me and part of a network integrating metabolism with rRNA synthesis
**Source:** EMBO Rep. 2021 Aug 19;22(10):e52435. doi: 10.15252/embr.202152435

Figure 4A

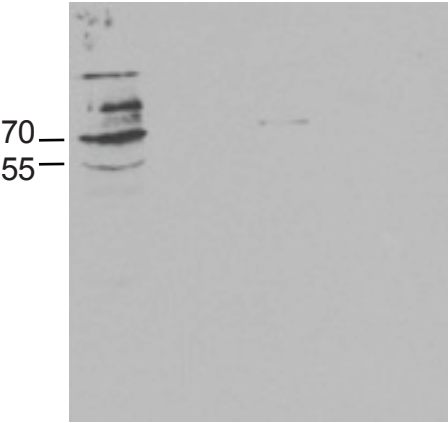

Cbf5-TAP

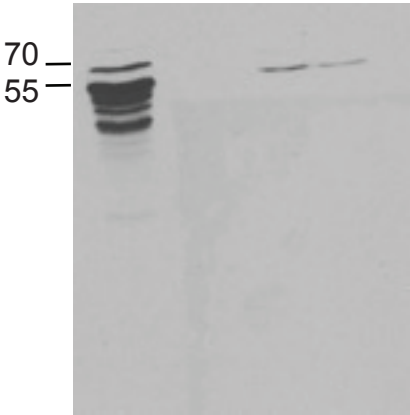

Gar1-TAP

Figure 4G

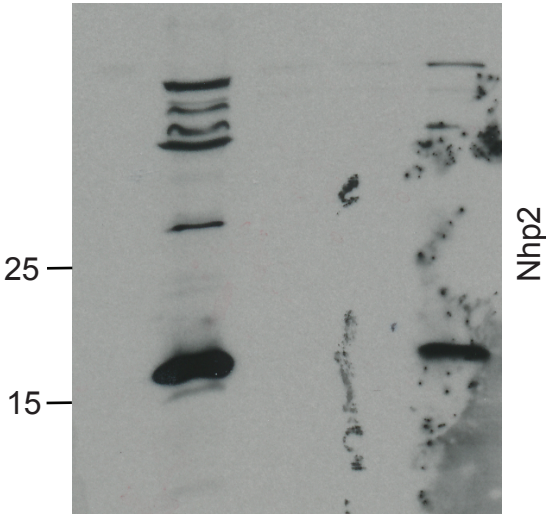

Nhp2

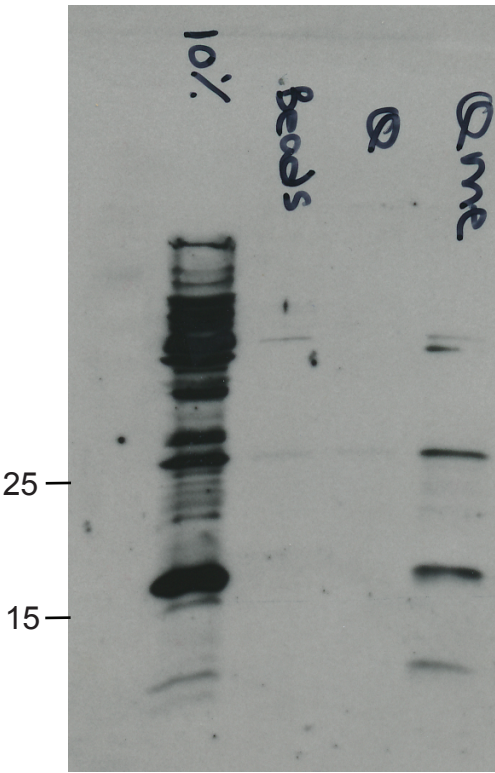

Utp11 - Nhp2 signal remained due to high exposure for Utp11 and insufficient stripping of NHP2

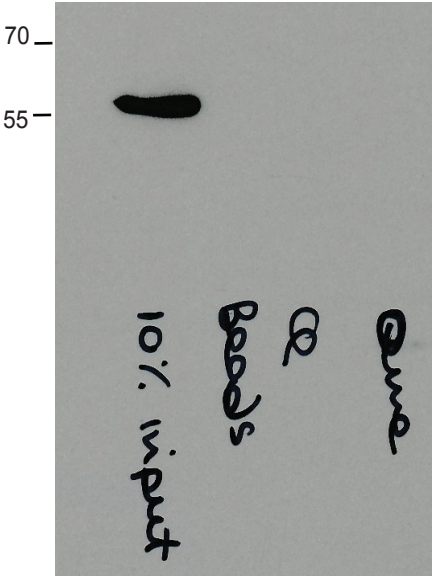

Dyskerin

Representative Northern Blots for the analyses shown in Figures 4H and 4I.

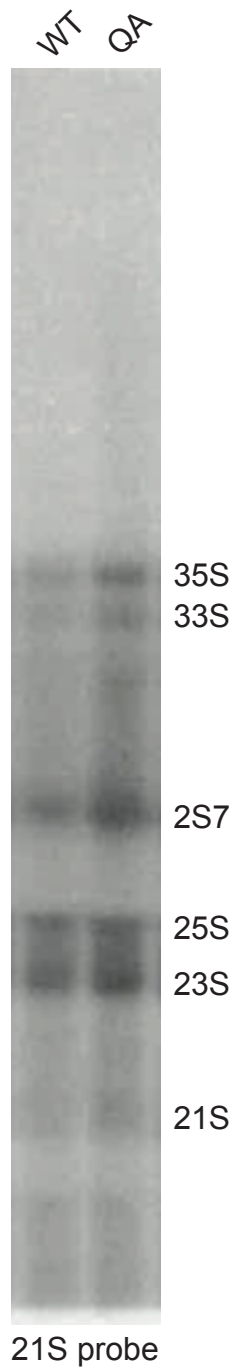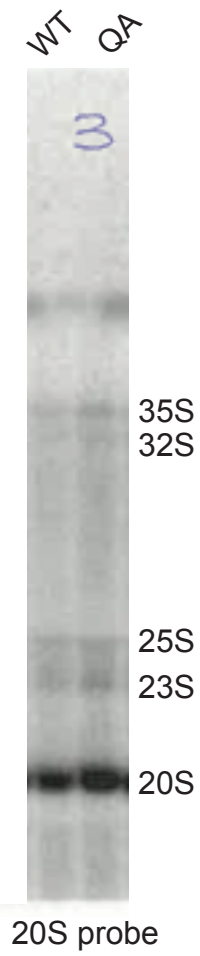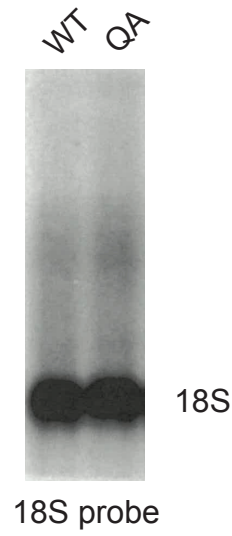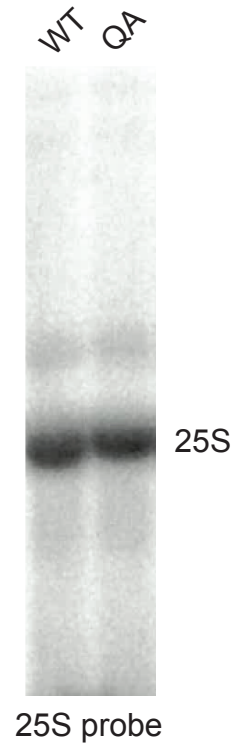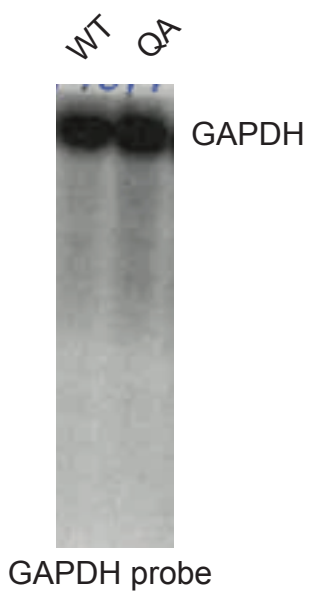

**Supplement:** Supplementary file 8 — Source Data for Figure 4

How the deposited data were processed for this re-analysis (not part of the article)

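RNA sequencing was analysed for 16 libraries of Saccharomyces cerevisiae of the W303 background, 4 each of wildtype, H2AQ105A, H3K56A and the H2AQ105A H3K56A double mutant, grown in YPD to mid-log phase. Genotype and replicate number were taken from the sample labels and matched to the columns of the count table by name. The wildtype columns carry an extra letter that the paper and the labels do not explain. The mass spectrometry, ChIP and Northern blot experiments of the paper were not analysed here.

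The authors isolated total RNA with hot phenol, made libraries from rRNA-depleted RNA with the NEBNext Ultra kit, mapped the reads to the R64 genome with bowtie2 and counted them per gene with featureCounts of the Rsubread package. The deposited values are raw counts per gene, without normalization. Versions, the annotation used for counting, strandedness, the handling of reads that map to several places, and the test used for single genes are not given in the paper's text. The reference used here for names, coordinates, gene length and GC content is also R64.

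Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by the default filterByExpr settings, libraries were scaled by TMM, and genes were tested by the robust quasi-likelihood test with Benjamini-Hochberg adjustment at an adjusted p of 0.05. H2AQ105A and wildtype were fitted alone, with 4 libraries each. Comparisons that involve H3K56A used 1 fit of all 16 libraries with 4 groups, from which H3K56A against wildtype, the double mutant against wildtype, the double mutant against H3K56A, and the difference between the H2AQ105A effects in the H3K56A and wildtype backgrounds were taken. CPM of libraries are TMM-scaled, and log2 CPM use a prior count of 2. Set scores are means of log2 CPM over the genes of a set.

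Sets were tested with fgsea 1.28.0 on genes ranked by the sign of the log2 fold change times the square root of F, with 10000 permutations of genes. Gene lists, 12 in all, were written by name without the counts. Besides the biogenesis, ribosomal protein, snoRNA and stress-induced lists, they hold mating-type genes, spliceosomal snRNAs and other structured RNAs, which were used to describe the libraries. The planned set tests were those of 4 sets in H2AQ105A against wildtype. The further lists, the scan of 340 Gene Ontology terms and all set tests in other comparisons were added to these. Set tests that use the variation between libraries were camera and fry of limma 3.58.1. Two-sided exact permutation tests over the 35 splits of 4 libraries against 4 were used for single values, with a smallest possible p of 0.0286.

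The test was checked on simulated data drawn from the means, spread and library sizes of the wildtype and H2AQ105A libraries, with 200 changed genes in each of 3 simulations per size of change. The smallest change was first set to 25%, and 20% was added after the result for 25% was seen. Where no gene was changed it made 0 calls in each of 3 simulations. The simulated genes were drawn independently, so variation that moves genes together between libraries is left out. In the real libraries, replicates 1 and 4 of both strains against the rest gave 471 calls. The median over the 35 splits was 0.

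The total counts per library ranged from 6814099 to 18525585. The median total was 8355050 in wildtype, 8529260 in H3K56A, 8377300 in H2AQ105A and 8078210 in the double mutant. Counts limit the precision most for short RNAs with few reads, such as snR85 with 20 counts in wildtype replicate 3.

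Genes named in the text followed a rule: those the paper names, the histone, marker and mating-type genes that bear on the strain labels, and for each comparison the genes that rose and fell most among those past the threshold with a mean of at least 50 counts and no overlap between groups, 3 each way where H3K56A is involved. For H2AQ105A against wildtype 0 genes met it. The first genes of the SSU and LSU biogenesis rankings, snR51, snR56, snR59, snR10 and SCM4 were named after their values were seen.

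Alternatives tried were size factors of DESeq2 1.42.0 in the edgeR fit, library totals only, DESeq2's own test, no filter and a mean of at least 50 counts, the replicate number as a block, all genotypes or only the compared groups in the fit, a scale from protein-coding genes only, a ranking by fold change, Gene Ontology terms, other set tests, a minimum of 1.5-fold, and leaving out each library in turn. The H/ACA snoRNA score without each library was added after its value with all libraries was seen.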

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

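The tests of called genes without a called neighbour, of neighbour pairs in opposite directions and of chromosome ends, the look at NFT1 and YKR104W as a pair, and the set tests of the difference between the backgrounds (fgsea, fry, camera and set scores) were chosen only after results on these libraries were seen; the other tests were set out before their own outcomes were known, with the counts of called genes already seen. Counts of splits or regroupings include the real one.

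In groups of 4 libraries, a library was taken as far from the others when its gap to the nearest one made up most of the range of the group (Dixon's test at the 95% level). This held in 6 of 88 groups of values, where chance gives 4.4, so the number of such groups is close to what chance gives.

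The largest difference in depth was wildtype replicate 4, with 18525585 counts where the other wildtype libraries had 6814099 to 8433246. A few abundant genes do not account for it, since the 10 most abundant genes took 18.4% of its counts and 18.6 to 19.4% in the other wildtype libraries. The depth itself had little effect on the results. With this library thinned to 8394178 counts, ribosome biogenesis in H2AQ105A against wildtype had an NES of 2.49 and 0 genes were called. Of 169 genes called in H3K56A against wildtype 141 were also called, and of 856 in the double mutant against wildtype 778. Why the library is deeper is not stated in the paper's text, and no biological explanation was tested.

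The remaining single libraries concern levels of a set or a gene. The ribosomal protein score of wildtype replicate 2 was 0.0914, with −0.04 to −0.02 in the other wildtype libraries. BSC1 was at 45.2 CPM in H2AQ105A replicate 4 and at 36.3 to 37.7 CPM in the others of that genotype. snR11 was at 99.1 CPM in H3K56A replicate 1 and at 109 to 110 CPM in the other H3K56A libraries. In replicate 3 of the double mutant, snR11 was at 199.8 CPM, with 110 to 118 CPM in the others, and snR42 at 1040 CPM, with 423 to 481 CPM in the others. In this library snoRNAs took 2.94% of all counts, more than in any other library, and its TMM factor of 0.781 was the lowest. No technical or biological explanation was tested for these libraries.

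The paper does not report on the H3K56A libraries. By edgeR's quasi-likelihood test 169 of 5946 genes differed between H3K56A and wildtype, 102 higher and 67 lower. Among the 35 splits of these 8 libraries only the real one gave as many (1 of 35), and the others gave at most 1 call. The genes that rose most were YKR104W (log2 fold change 1.63, SE 0.14, edgeR adjusted p = 2.61e-07), NFT1 (1.62, SE 0.13, adjusted p = 2.61e-07) and FIT3 (1.58, SE 0.31, adjusted p = 0.0126). Those that fell most were YPK2 (−0.85, SE 0.17, adjusted p = 0.00867), CYT2 (−0.85, SE 0.19, adjusted p = 0.0206) and LIP5 (−0.80, SE 0.11, adjusted p = 0.000376). The count rests on several libraries: it was 68 without wildtype replicate 1, 100 without wildtype replicate 2, and 94, 66, 65 and 87 without H3K56A replicates 1, 2, 3 and 4.

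Depth, GC content and gene length as the whole cause of these 169 calls are argued against by the corrections. With each library's GC and length trend removed 161 were also called, out of 302 calls in all, and 168 of the 169 had values for both. An extra or missing chromosome is argued against by the chromosome medians, of which the largest in size was 0.0521 (chromosome VI). Differences between the strains in blocks of neighbouring genes stay open for part of the calls. There were 14 pairs of neighbouring called genes where random placement gives 4.84 (10000 permutations, p = 6e-04), although 4 pairs changed in opposite directions. Shared promoters or joint regulation of neighbours would give such an excess as well, and were not tested apart from blocks. NFT1 (chromosome XI, 653080 to 656736) and YKR104W (656836 to 657756) are such a pair, 99 bases apart and 9060 bases from the chromosome end at the nearer gene. Blocks of called genes do not cover the 141 of 168 placed genes that had no called neighbour. Of called genes, 7.14% lay within 20 kb of a chromosome end, against 3.81% of tested genes (Fisher's exact test, p = 0.0366). The H3K56A mutation and any other difference between the strains or their cultures remain open and were not tested apart.

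In the double mutant against wildtype 856 of 5946 genes differed, 465 higher and 391 lower, and only the real split gave as many (1 of 35), with at most 485 in the others. FIT3 (log2 fold change 1.95, SE 0.31, edgeR adjusted p = 0.00121), BSC1 (1.80, SE 0.22, adjusted p = 9.84e-05) and THI7 (1.60, SE 0.43, adjusted p = 0.0264) rose most. MHT1 (−0.98, SE 0.15, adjusted p = 0.000453), PRM10 (−0.97, SE 0.18, adjusted p = 0.00246) and MEH1 (−0.92, SE 0.17, adjusted p = 0.00232) fell most. With GC and length trends removed 659 of the 856 were also called, out of 855 calls. The largest chromosome median was 0.10 (chromosome III). Neighbouring pairs numbered 143 against 122 by random placement (10000 permutations, p = 0.0149), with 43 in opposite directions, and 578 of 842 placed genes had no called neighbour. The count was 459 without wildtype replicate 1, 546 without wildtype replicate 4, and 1295, 471 and 417 without double mutant replicates 1, 2 and 3. It was larger with the replicate number as a block, as given under the processing below. With library totals as the only scale the split was 174 higher and 1606 lower, because the median of all genes moves by −0.23, so the balance of higher and lower genes depends on the scale. Depth, GC content, gene length and a chromosome do not account for all these calls. Strain differences in neighbour blocks, joint regulation of neighbours, the mutations and any culture difference stay open.

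The effect of H2AQ105A on ribosome biogenesis genes had opposite signs in the H3K56A and wildtype backgrounds. Ranked by the difference between the effects, the NES was −3.25 for SSU biogenesis, −3.33 for LSU biogenesis and −3.65 for ribosome biogenesis (fgsea adjusted p = 0.000385 each), and lower in H3K56A for 196 of 219 ribosome biogenesis genes. Of 100 regroupings of the libraries, the real one included, 2, 3 and 3 gave an NES as large in these sets. Tests that use the variation between libraries did not pass the threshold. They used no block for the replicate number, so they do not decide what a comparison within replicate numbers would give. The exact permutation p of the set scores over 4900 relabellings was 0.0784, 0.0808 and 0.0861 (0.115 each after adjustment over 4 sets), and the adjusted p was 0.135 in fry and 0.148 in camera with an estimated correlation. Removing GC and length trends left an NES of −3.45 in ribosome biogenesis, which argues against those trends as the whole cause. For ribosomal proteins the NES was −1.28, with 65 of 100 regroupings as large. 0 single genes had a different effect by edgeR's test (429 at an unadjusted p under 0.05; DESeq2 0), and all 100 regroupings reach a count of 0 by construction, so this comparison tells nothing. The growth of single cultures stays open as an explanation, and a biological interaction between the mutations was not shown.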

How the results depend on the processing

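The H/ACA snoRNA score without single libraries was chosen only after the result was seen, and all other alternatives before the data were examined. Of 256 values recomputed under the latter, 215 kept their direction and side of the threshold, or stayed within 1.5 times a count, 41 changed and 3 of these reversed. The reversed values were all snR35 in H2AQ105A against wildtype (0.03), at −0.21 without wildtype replicate 3, −0.08 without wildtype replicate 4 and −0.09 without H2AQ105A replicate 3, and the range without single libraries was −0.21 to 0.310. It was not called in any setting. snR11 and snR85 kept a negative sign in all 17 alternatives each, and snR42 too. The H/ACA score difference (−0.01) ran from −0.21, without wildtype replicate 3, to 0.13, and was positive without wildtype replicate 1 (0.09), wildtype replicate 2 (0.13) or H2AQ105A replicate 1 (0.07).

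The 4 set results of H2AQ105A against wildtype depend on the set test. They were past the threshold with every normalization, filter and ranking tried, but not in camera with an estimated correlation (adjusted p = 0.456 for each set) or in fry (0.547 for each), which take the correlation between genes from the libraries, whereas permuting genes does not. Neither camera nor fry used the replicate number as a block. Leaving out libraries, the NES ran from 1.31 to 2.88 in SSU biogenesis, 0.614 to 2.81 in LSU biogenesis, 0.956 to 3.19 in ribosome biogenesis and 1.07 to 3.05 in ribosomal proteins. Wildtype replicate 3 decided the first 3 sets (1.31, 0.614 and 0.956 without it), and wildtype replicate 4 or H2AQ105A replicate 2 the ribosomal proteins (1.27 and 1.07).

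Leaving out libraries gave 0 to 13 called genes in H2AQ105A against wildtype (13 without wildtype replicate 4, the cause was not tested) and 0 to 0 snoRNAs (12 at an unadjusted p under 0.05 without wildtype replicate 3, 3 with library totals, 1 with all libraries). The range was 65 to 161 in H3K56A against wildtype, 417 to 1295 in the double mutant against wildtype and 0 to 29 in the double mutant against H3K56A (29 without double mutant replicate 1). A different H2AQ105A effect in H3K56A was called for 0 genes in all 22 alternatives.

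DESeq2 called 292 genes in H3K56A against wildtype, 168 of them shared with the 169 of edgeR, and 1 gene in the double mutant against H3K56A, SCM4 (log2 fold change 0.72, DESeq2 adjusted p = 0.0210; edgeR adjusted p = 0.379). The cause was not tested. A minimum of 1.5-fold left 76 and 310 genes against wildtype, by its construction. In the double mutant against wildtype, library totals only gave 1780 genes, 562 shared with the 856, and a fit of only the compared groups 393, 391 of them shared, with fewer libraries to estimate the spread. Library totals moved the median of all genes by −0.23 there, by −0.13 in the double mutant against H3K56A and by −0.21 in the difference between effects.

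With the replicate number as a block, 14 genes were called in H2AQ105A against wildtype (3 higher, 11 lower; 553 at an unadjusted p under 0.05) and 1 snoRNA, snR42 (−0.31, edgeR adjusted p = 0.0337). The block gave 522 genes in H3K56A against wildtype (168 shared), 1545 in the double mutant against wildtype (853 shared) and 86 in the double mutant against H3K56A (62 higher, 24 lower). It changed no other call. The paper and the labels do not say that a number marks a shared culture day. Deviations of wildtype and H2AQ105A libraries with the same number had a mean correlation across genes of 0.24 (0.07 to 0.49, 3 of 4 over 0.1). Other pairs had a mean of −0.08. Deviations cancel within a genotype, so that mean follows closely from the mean of same-numbered pairs and is no separate background. Over all genotypes 17 of 24 same-numbered pairs were over 0.1, against 16 of 72 other pairs. Libraries with the same number thus deviate together on average, but not in every pair over all genotypes, which was required for pairing. For wildtype and the double mutant each same-numbered pair was over 0.1 (0.339, 0.212, 0.220 and 0.274). The requirement was met in that comparison, where the block gave 1545 genes and the main fit 856. Whether the numbers mark shared cultures stays open, and the main results use no block.

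Depth limits the short RNAs most. The counts of snR85 were between 20 and 90 in wildtype.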

Differences from the paper's values

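The comparison with the NES was chosen only after the result was seen, the others before. The p-values printed in Fig 2E for SSU and LSU biogenesis are about 0.002 each, read by eye, and are the paper's. Here the fgsea p over gene permutations was 0.000337 for SSU biogenesis and 0.000331 for LSU biogenesis, which are the smallest that the permutations with a score of that sign can give. None of the alternatives set before the data were examined brought either p within 1.5 times the paper's. The paper's value for the curves is about 0.63 for SSU and about 0.62 for LSU biogenesis in Fig 2E, read by eye. The paper labels it NES, but it lies at the peak of the curves, which is on the scale of the enrichment score. The yardstick was the jackknife standard error from leaving out each library, which is larger than the SD of the values without single libraries. Read as an enrichment score, the paper's value is within that error (0.286 and 0.387) of the scores here, 0.492 and 0.485. Without wildtype replicate 3 it is farther. Read as an NES, it is lower than the NES here for SSU biogenesis, 2.23, by more than the jackknife standard error (1.30). This did not hold with library totals only (1.84) or without wildtype replicate 2 (1.56), wildtype replicate 3 (1.31) or H2AQ105A replicate 4 (1.50). For LSU biogenesis the NES here, 2.17, is within its larger jackknife standard error (1.71) of the paper's value. This did not hold with the replicate number as a block (2.35) or without wildtype replicate 4 (2.81) or H2AQ105A replicate 2 (2.34). An NES under 1 is a score below the mean of the permuted scores of its sign, which does not go with the printed p of about 0.002. Here the RNA polymerase I list, at an NES of 0.675, had an fgsea p of 0.904. This argues against reading the paper's value as an NES.

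The paper states that many snRNA transcripts changed in H2AQ105A and names snR11, snR35, snR42 and snR85. Over the whole list, 0 of 67 tested snoRNAs passed an adjusted p of 0.05 by edgeR's quasi-likelihood test, with 1 at an unadjusted p under 0.05 (12 without wildtype replicate 3), and 0 passed by DESeq2. The log2 fold change of snR35 was 0.03. With the replicate number as a block, set before the data were examined, edgeR called snR42 (log2 fold change −0.31, adjusted p = 0.0337) and none of the other 3.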

Other observations

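The tests of correlation between effects, of snoRNAs in wildtype replicate 3, of growth state, of the LSU biogenesis set without the axis, of mitochondrial translation, of splits with as many libraries of each strain on either side, and of sets and H/ACA snoRNAs in the double mutant against H3K56A were chosen only after the result was seen.

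The results of H2AQ105A against wildtype were compared with all 35 splits of these 8 libraries into 4 and 4, the real one included. The real split had 0 called genes and 0 called snoRNAs, which all 35 splits reach by construction, so these 2 counts tell nothing. The 237 genes at an unadjusted p under 0.05 were reached in 16 splits. An NES as large was reached in 11 splits for SSU biogenesis, 13 for LSU biogenesis, 12 for ribosome biogenesis and 10 for ribosomal proteins. The median size of the NES over the splits was 1.84, 1.95, 2.07 and 1.90. The 38 Gene Ontology terms past the threshold were reached in 17 splits. Mitochondrial translation, the most negative term, had an NES of −2.81 over 91 genes (fgsea adjusted p = 0.00356), and 11 splits were as large. In 18 of the splits each side held 2 libraries of each strain, so that genotype does not separate the sides. Among these an NES as large was reached in 6 for SSU biogenesis, 7 for LSU biogenesis, 7 for ribosome biogenesis and 5 for ribosomal proteins, and the sets passed the fgsea threshold in 13, 14, 14 and 17.

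A candidate explanation for the ribosome biogenesis enrichment in H2AQ105A is variation between cultures along an axis that has nothing to do with this mutation. The axis was taken from the H3K56A and double mutant libraries, where it held 44.1% of the variance within genotypes, and it correlated with the H2AQ105A ranking across genes (r = 0.33 in size; genes are not independent replicates). The test written beforehand was whether ribosome biogenesis would drop below the threshold with the axis removed. It did not: its NES fell to 1.37 but stayed past the gene permutation threshold (fgsea adjusted p = 0.0177), which by that criterion counts against the axis as the whole cause. After this value was seen, the reading was changed to one that leaves the axis open. The ground was that 1.37 lies below the median of the splits and within the range that leaving out libraries gives (0.956 to 3.19). Both come from fits with the axis left in, so they do not show what NES chance gives with it removed. The axis and a remaining effect were therefore not told apart. SSU biogenesis also stayed past the threshold (NES 1.48, adjusted p = 0.0177), as did ribosomal proteins (2.41). LSU biogenesis alone fell below it (NES 1.06, adjusted p = 0.333), and it was singled out after all 4 sets had been seen. GC content and gene length are argued against as the whole cause, since removing each library's trends left an NES of 2.31 in ribosome biogenesis, with values for 5757 of 5872 genes and 219 of 219 genes of the set, and so is the depth of wildtype replicate 4, with an NES of 2.49 after thinning. An effect of the mutation stays open.

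Across the 16 libraries, the ribosome biogenesis score and the stress-induced score (41 genes), each as the deviation from its genotype mean, had a Pearson r of −0.685 (p = 0.0216, 100000 permutations within genotypes) and a Spearman rho of −0.638 (p = 0.0284). As a hypothesis, this may reflect the growth state of the cultures at harvest. Without double mutant replicate 3 and H3K56A replicate 3, the farthest from the median, r was −0.472 (permutation p = 0.131). Leaving out the farthest libraries can weaken a correlation, and for that reason this value was no longer used to decide, a change made after it was seen. Whether that accounts for the weaker value here was not tested, so the correlation may rest on these libraries. Growth was not measured in these data, and other causes that move both scores in opposite directions stay open. The first principal component held 35.6% of the variance and was highest in double mutant replicates 2 and 3 and H3K56A replicate 3. All double mutant libraries lay above all wildtype and H2AQ105A libraries on it.

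In wildtype replicate 3, the library on which the enrichment of the biogenesis sets rests, the median deviation of 68 snoRNAs from the wildtype mean was −0.52, and 52 of them were lowest in this library, where chance gives 17. The deviation was −0.60 for the 49 snoRNAs under 200 bases, −0.67 for 11 of 200 to 299 bases and −0.17 for 8 of 300 bases or more. A candidate explanation is a lower recovery of short RNAs in this library. The other short RNAs, RNA170 (−0.55) and snR14 (−0.37), had a median of −0.46, and 6 longer structured RNAs −0.02. With only 2 other short RNAs, recovery cannot be told apart from a change in the snoRNAs.

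In the double mutant against H3K56A, 0 genes were called by edgeR (573 at an unadjusted p under 0.05; DESeq2 1, SCM4). All 35 splits reach a count of 0 by construction, so this comparison tells nothing. The NES was −3.03 for SSU biogenesis (6 of 35 splits as large, the real one included), −3.29 for LSU biogenesis (4), −3.55 for ribosome biogenesis (5) and 0.961 for ribosomal proteins (32). The adjusted p of fry was 0.111 for the first 3, and the exact permutation p of their scores 0.171. All 28 tested H/ACA snoRNAs were higher in the double mutant than in H3K56A (NES 2.71), but the exact permutation p of their score was 0.171, and that of the difference between backgrounds 0.306. Of 20 Gene Ontology terms past the threshold for H2AQ105A in both backgrounds, 19 had opposite signs.

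The effects of H2AQ105A in wildtype and in H3K56A had a correlation across 5946 genes of −0.13, and 41 of 100 regroupings, the real one included, gave one as large. The effects of H3K56A in wildtype and in H2AQ105A, which share no library, had a correlation of 0.57, and 2 of 100 gave one as large, again with the real one included, with a median size of 0.18 and a largest of 0.58. Genes are not independent replicates in these correlations. As a hypothesis, the H3K56A strains may share changes that do not depend on H2AQ105; any other difference common to both H3K56A genotypes stays open.

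HTA2, HTB2, HHT1 and HHF1, each the second copy of a histone gene, had between 0 and 2 counts in all 16 libraries, wildtype included. No strain listed in Appendix Table S2 lacks copies of both the H2A and H2B and the H3 and H4 gene pairs.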
